# HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs

**DOI:** 10.1038/s41467-019-12238-x

**Published:** 2019-09-13

**Authors:** Jingting Li, Yifang Chen, Xiaojun Xu, Jackson Jones, Manisha Tiwari, Ji Ling, Ying Wang, Olivier Harismendy, George L. Sen

**Keywords:** Genetics, Molecular biology, RNA metabolism, Transcription, Self-renewal

## Abstract

Maintenance of high-turnover tissues such as the epidermis requires a balance between stem cell proliferation and differentiation. The molecular mechanisms governing this process are an area of investigation. Here we show that HNRNPK, a multifunctional protein, is necessary to prevent premature differentiation and sustains the proliferative capacity of epidermal stem and progenitor cells. To prevent premature differentiation of progenitor cells, HNRNPK is necessary for DDX6 to bind a subset of mRNAs that code for transcription factors that promote differentiation. Upon binding, these mRNAs such as *GRHL3*, *KLF4*, and *ZNF750* are degraded through the mRNA degradation pathway, which prevents premature differentiation. To sustain the proliferative capacity of the epidermis, HNRNPK is necessary for RNA Polymerase II binding to proliferation/self-renewal genes such as *MYC*, *CYR61*, *FGFBP1*, *EGFR*, and cyclins to promote their expression. Our study establishes a prominent role for HNRNPK in maintaining adult tissue self-renewal through both transcriptional and post-transcriptional mechanisms.

## Abstract (web summary)

Maintenance of high turnover in tissues such as epidermis requires balance between proliferation and differentiation. Here the authors show that HNRNPK promotes RNA Polymerase II binding to proliferation and self-renewal genes as well as degradation of differentiation promoting mRNAs together with DDX6 in epidermis.

## Introduction

Mammalian epidermis is the outermost layer of the skin, which serves as the initial line of defense to protect our body from environmental and pathogenic factors. The deepest layer of the epidermis, known as the basal layer, contains the undifferentiated stem and progenitor cells. As the cells differentiate they exit out of the cell cycle and migrate upwards towards the surface of the skin and progressively form the more differentiated layers of the epidermis including the suprabasal and granular layers. Terminal differentiation occurs in the stratum corneum where these dead corneocytes eventually gets sloughed off the surface of the skin. Epidermal homeostasis is achieved by the proper balance between self-renewal and differentiation of stem and progenitor cells residing within the basal layer^1^. Perturbations in this delicate balance can lead to skin diseases which can impact up to 20% of the population^2^. A tremendous amount of effort has been focused on defining transcriptional mechanisms that regulate epidermal stem and progenitor cell self-renewal and differentiation. Work by our laboratory and others have shown that transcription and epigenetic factors such as p63, DNMT1, ACTL6A, YAP1, and EZH2 can actively promote epidermal stem and progenitor cell self-renewal while factors such as ZNF750, KLF4, GRHL3, JMJD3, and CEBP alpha/beta are necessary for differentiation^3–13^.

While transcriptional mechanisms that regulate epidermal self-renewal or differentiation have been well described as discussed above, it is not clear whether post-transcriptional mechanisms (non-miRNA) regulate this process. Recently, we found the DEAD-box RNA helicase, RCK/p54 (DDX6) to be necessary for maintaining epidermal stem and progenitor cell function through both the mRNA translation and degradation pathways^14,15^. DDX6 promotes self-renewal and proliferation while actively suppressing premature differentiation through two distinct mechanisms. First, DDX6 promotes the translation of self-renewal (*EZH2*, *ACTL6A*) and proliferation (*CDK1*, *CDK2*) transcripts to maintain epidermal self-renewal. The RNA binding protein, YBX1 recruits DDX6 and EIF4E to these self-renewal/proliferation mRNAs through the stem loop structures found in their 3’UTRs. EIF4E is then required for the initiation of translation of these transcripts while DDX6 is necessary for loading of the mRNAs to polysomes. Second, DDX6 binds to mRNAs coding for potent differentiation promoting transcription factors such as *KLF4* to promote its degradation in progenitor cells to prevent premature differentiation. DDX6 promotes the degradation of these transcripts by associating with key mediators of the mRNA degradation pathway including EDC3^14–16^. Currently, it is unclear how DDX6 targets these mRNAs for degradation since YBX1 recruits DDX6 to self-renewal/proliferation transcripts but not differentiation mRNAs such as *KLF4*^14,15^.

In an attempt to identify proteins that recruit DDX6 to differentiation promoting mRNAs for degradation, we perform a small RNA interference (RNAi) screen targeting RNA binding proteins that we previously identified by mass spectrometry to associate with DDX6^14^. Through this screen we find heterogeneous nuclear ribonucleoprotein K (HNRNPK) to have a prominent role in epidermal progenitor cell maintenance. HNRNPK was initially discovered as a component of hnRNP complexes of which there were originally 20 proteins identified and named A1 to U^17^. It contains three K homologue (KH) domains that can bind RNA or DNA. HNRNPK has been prominently studied in cancer and has been described as both an oncogene and tumor suppressor. HNRNPK has been found to be overexpressed in a variety of tumors with its oncogenic functions attributed to regulation of EIF4E, C-SRC, and C-MYC^18–23^. In epithelial tumors, HNRNPK interacts with Keratin 17 to promote tumor growth through inflammatory responses mediated through the CXCR3 and AIRE pathways^24,25^. Its tumor suppressive roles were uncovered in haploinsufficient mice which resulted in hematopoietic neoplasms^26^. HNRNPK has been implicated in all aspects of gene regulation including both transcriptional and post-transcriptional mechanisms. This includes regulation of transcription, mRNA stability, splicing, export, and translation^23^. While there is a wide array of gene regulatory functions attributed to HNRNPK, it is not clear whether HNRNPK performs more than one of these functions at a time since previous studies have only focused on one aspect of its gene regulatory functions. It is also unclear whether HNRNPK has any role in adult stem cell or tissue renewal since knockout mice are embryonic lethal^26^. This brings up an interesting and exciting question of whether cell fate choices such as the decision for a stem cell to renew or differentiate can be controlled by both transcriptional and post-transcriptional mechanisms through a single factor.

Here, we show that HNRNPK prevents premature differentiation of human epidermal progenitor cells by degrading mRNAs coding for differentiation promoting transcription factors through the DDX6 pathway. HNRNPK is also necessary to sustain the proliferative capacity of progenitor cells through transcriptional regulation of critical proliferation genes. These findings highlight the importance of HNRNPK in regulating adult tissue homeostasis by utilizing both transcriptional and post-transcriptional mechanisms.

## Results

### HNRNPK promotes proliferation and prevents differentiation

To identify proteins that can potentially recruit DDX6 to degrade mRNAs that code for differentiation inducing transcription factors such as KLF4, a small RNA interference (RNAi) screen was performed. We previously showed that knockdown of DDX6 in epidermal progenitor cells led to increased *KLF4* mRNA stability and expression^14^. Thus, we knocked down all seven of the RNA binding proteins that we previously found by mass spectrometry to associate with DDX6 to determine if they have similar impacts on *KLF4* expression (Supplementary Fig. 1a)^14^. Of the seven genes, knockdown of HNRNPK resulted in an increase of *KLF4* gene expression levels (Supplementary Fig. 1b). RNAi knockdown of HNRNPK in primary human keratinocytes using two distinct sequences [HNRNPKi and HNRNPK-Bi] inhibited proliferation by more than 80% as compared to knockdown controls (CTLi) (Fig. 1a, b and Supplementary Fig. 1c, d). There was also an increase in apoptotic cells upon HNRNPK knockdown although it was not statistically significant (Supplementary Fig. 1e). HNRNPK knockdown cells also prematurely differentiated with increased levels of differentiation specific genes many of which have been implicated in skin diseases including *KRT1*, *KRT10*, *FLG*, and *LOR* (Fig. 1c and Supplementary Fig. 1f)^27–30^. Notably, the mRNAs levels (*KLF4*, *ZNF750*, and *GRHL3*) for genes that code for differentiation promoting transcription factors were also increased (Fig. 1c and Supplementary Fig. 1f).

**Fig. 1:**
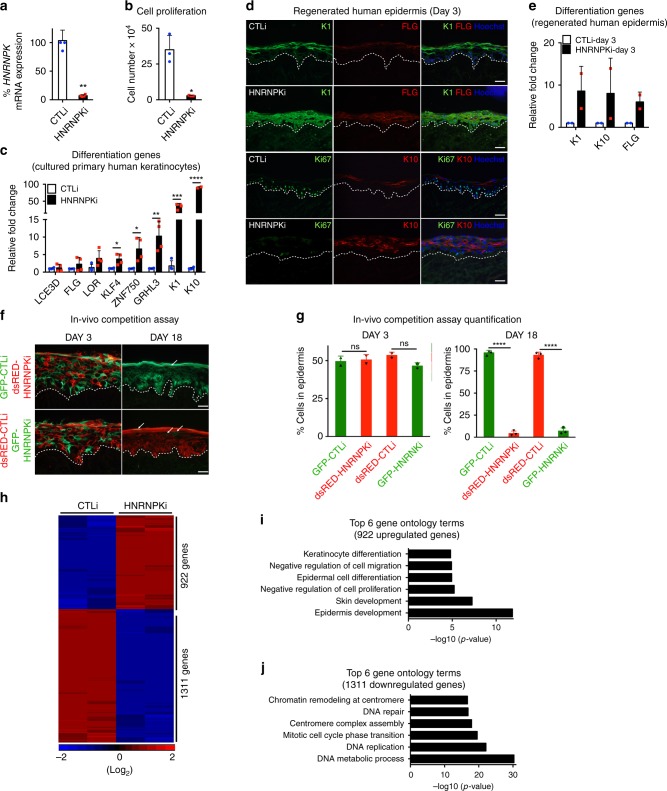
HNRNPK is necessary to sustain epidermal progenitor cell function. **a** Epidermal progenitor cells were knocked down with control (CTLi) or HNRNPK (HNRNPKi) siRNAs and the remaining *HNRNPK* mRNA levels were measured by RT-QPCR. QPCR results were normalized to *L32* levels. *n* = 3 independent experiments **b** CTLi and HNRNPKi cells were seeded at 100,000 and counted 4 days later. **c** RT-QPCR for epidermal differentiation gene expression in CTLi and HNRNPKi cells. QPCR results were normalized to *L32* levels. *n* = 4. **d** Human epidermis was regenerated using three-dimensional organotypic cultures with CTLi or HNRNPKi cells. Expression of differentiation markers (K1, K10, and FLG) and proliferation index (Ki67) were characterized by immunostaining at day 3. White scale bar = 20 μm, *n* = 2. **e** RT-QPCR for epidermal differentiation gene expression in CTLi and HNRNPKi regenerated human epidermis. *n* = 2. **f** The in-vivo progenitor cell competition assay was performed by mixing an equal number of GFP or dsRED labeled CTLi or HNRNPKi cells and used to regenerate human epidermis on immune-compromised mice. Skin grafts were harvested at days 3 and 18 post-grafting. shRNA knockdown of HNRNPK in-vivo was mediated through retroviral gene transfer to obtain stable gene suppression. The dashed white lines denote the basement membrane zone. White arrows mark remaining HNRNPKi cells in the epidermis. *n* = 3 animals grafted per timepoint per group. White scale bar = 20 μm. **g** Quantitation of the percentage of GFP and dsRED cells remaining in the epidermis at days 3 and 18 using ImageJ. **h** RNA-Seq analysis of CTLi and HNRNPKi cells. Cells were cultured for 7 days and subjected to RNA-Seq. Heatmap of the genes that change upon HNRNPK depletion are shown in red (induced) and blue (downregulated) on a log2 scale. RNA-Seq was performed in biological replicates. **i** Top 6 gene ontology terms for the genes upregulated in HNRNPKi cells using Enrichr. **j** Gene ontology terms for the downregulated genes in HNRNPKi cells using Enrichr. *n* = 3 independent experiments performed in Fig. 1 unless otherwise indicated. Mean values are shown with error bars = SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001: **a**, **b**, **c**, **e**, **g**: *t*-test (two sided)

To determine the impacts of HNRNPK loss in a 3D tissue setting which allows faithful representation of the stratification and gene expression program of human epidermis, CTLi and HNRNPKi cells were used to regenerate human epidermal tissue^7,31,32^. Epidermal tissue was harvested at an early timepoint to determine if HNRNPK depletion altered the kinetics of differentiation. Keratin 1 (K1), a differentiation specific cytoskeletal protein, which is normally only expressed beginning in the suprabasal layer was robustly expressed in the basal layer of HNRNPKi tissue suggesting that the stem cell compartment had prematurely differentiated (Fig. 1d, e). Similarly, keratin 10 (K10) and Filaggrin (FLG) were expressed robustly in HNRNPKi tissue whereas expression of these proteins was just starting to appear in control tissue (Fig. 1d, e). Coinciding with the premature differentiation of the stem/progenitor cell compartment in HNRNPKi tissue, there was also a loss of the proliferative capacity of the basal layer (Fig. 1d).

### HNRNPK maintains epidermal self-renewal in-vivo

To determine whether HNRNPK is acting through non-cell autonomous or cell autonomous mechanisms, as well as whether HNRNPK is necessary for progenitor cell function in-vivo, we used the competition assay we previously developed^11,14,33,34^. To do this, GFP expressing keratinocytes were knocked down with control (CTLi) shRNAs and dsRED cells were knocked down with HNRNPK shRNAs. These cells were mixed at a 1:1 ratio. All genetic modifications such as gene overexpression or knockdown were mediated through retroviral infections and thus are stable in-vivo^11,14,33,34^. To rule out impacts from the fluorescent proteins, dsRED expressing CTLi cells were also mixed with GFP expressing HNRNPKi cells at equal ratios. These different cell mixtures were used to regenerate human epidermis on immune deficient mice. Initially (Day 3), epidermis generated from GFP-CTLi + dsRED-HNRNPKi cells or GFP-HNRNPKi + dsRED-CTLi cells showed an equal percentage of contribution to the tissue (Fig. 1f, g). In contrast, by 18 days post-grafting, epidermis regenerated from GFP-CTLi mixed with dsRED-HNRNPKi cells were mainly composed of control GFP cells (Fig. 1f, g). Epidermis derived from dsRED-CTLi mixed with GFP-HNRNPKi cells also led to a huge depletion of the GFP expressing HNRNPK knockdown cells. The few remaining GFP-HNRNPKi cells were all found in the upper differentiated layers of the epidermis (Fig. 1f: white arrowheads). These remaining cells will likely be sloughed off the surface of the skin as they terminally differentiate.

### HNRNPK suppresses differentiation and promotes proliferation

RNA-seq analysis was performed on control and HNRNPKi cells to understand the gene expression program that HNRNPK controls. 

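RNA-seq covered 2 libraries of CTLi and 2 libraries of HNRNPKi cells, which are primary human keratinocytes in culture. The methods call them technical duplicates and the legend of Fig. 1h biological replicates, so it is not settled which variation the error between libraries holds. The cells were harvested 6 days after the last infection by the methods and after 7 days in culture by the legend. The authors aligned the reads to hg19 with TopHat2 and deposited, for 19929 genes, the log2 of a normalized value plus 1e-06. The deposited table does not name the unit of that value, and RPKM is the unit in the legend of Supplementary Fig. 7. Summed over genes on the linear scale, the values came to 304544 and 301330 in the CTLi libraries and to 283869 and 285111 in the HNRNPKi libraries. For the comparison, the values were returned to the linear scale, 0.1 was added, and the log2 values of the 14839 genes with a mean of at least 0.1 were tested with limma. Across these genes, which are not independent replicates, Pearson's r between libraries was 0.995 within CTLi and 0.994 within HNRNPKi. Between a CTLi and an HNRNPKi library it was 0.937 to 0.938. The median absolute log2 difference between the libraries of a group was 0.083 in CTLi and 0.075 in HNRNPKi. The median log2 fold change of all tested genes was -0.095, and it was 0.065 with each library centred on its median, so a small change of 1 gene is read against that shift. *HNRNPK*, on chromosome 9 from 86582998 to 86595546 of hg19, fell from 108 ± 3.07 (SD, n = 2 libraries) in CTLi to 15.4 ± 0.297 (SD, n = 2) in HNRNPKi cells. That is 14.3% of the control value and a log2 fold change of -2.80 (standard error 0.037, Benjamini-Hochberg adjusted p = 1.5e-07 from limma).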

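In HNRNPKi cells, 1392 genes were at least 2-fold higher than in CTLi cells with an unadjusted limma p of at most 0.05. Of these, 1387 also had an adjusted p under 0.05 over the 14839 genes tested. With a pseudocount of 1 in place of 0.1, the alternative that moved this number most, 386 genes passed. Without the fold change limit, 4183 genes were higher and 6247 lower at an adjusted p under 0.05. This excess of lower genes depended on the scaling. With each library centred on its median, 5582 genes were higher and 4809 lower, and with quantile normalization 4980 and 4954. Among genes whose libraries did not overlap between the groups, the largest rises were those of *LCN2*, *ELF3* and *S100P*. *LCN2* rose from 1.70 ± 0.0722 (SD, n = 2) to 182 ± 5.29 (SD, n = 2), a log2 fold change of 6.66. *ELF3* had a log2 fold change of 5.61 from a CTLi value of 0.0299 ± 0.0143 (SD, n = 2), which lies under the pseudocount. *S100P* had a log2 fold change of 5.50, and its standard error was 0.34. When variances were not shared between genes and the deposited log2 values were used unchanged, a setting chosen after seeing the data, the adjusted p of *S100P* was 0.0610. To measure differentiation with a fixed set, a list of 63 genes of the epidermal differentiation program was compared with all other genes. It includes genes the paper names, such as *KLF4* and *TGM1*, so it is not independent of the study. Of the 51 that were tested, 48 were higher in HNRNPKi cells and 41 of them by at least 2-fold. Their median log2 fold change was 2.42, and from 2.33 to 2.62 with each library left out in turn. By limma's camera test with a preset correlation of 0.01, the list was higher than other genes (p = 4.3e-20, adjusted over 7 lists 3.0e-19), and this call held with fry (p = 3.8e-05) and with an estimated correlation (p = 0.0119). An adjusted p under 0.05 was reached by 48 genes over all genes tested and by 48 when adjusted over the list alone. *TGM1*, which encodes a transglutaminase, rose from 1.40 ± 0.139 (SD, n = 2) to 16.6 ± 0.739 (SD, n = 2). *LCE3D*, a gene of the cornified envelope, rose from 0.349 ± 0.240 (SD, n = 2) to 17.2 ± 0.637 (SD, n = 2). Other differentiation markers that the paper measured by RT-QPCR did not rise as much in RNA-seq as *TGM1* and *LCE3D*. By the methods the RNA-seq cells had been infected, while the legend of Fig. 1a names siRNAs, so the knockdowns may differ. *KRT10* had a log2 fold change of -0.046 (limma adjusted p = 0.703) and *FLG* one of 0.89, short of 2-fold. *KRT1* and *LOR* were too low to be tested.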

Nine hundred and twenty-two genes (≥2 fold change and *p* ≤ 0.05, one way Anova) were upregulated in HNRNPKi cells which were enriched in gene ontology (GO) terms such as keratinocyte differentiation, negative regulation of cell proliferation and epidermis development (Fig. 1h, i and Supplementary Data 1). 

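By the same criteria, 1349 genes were at least 2-fold lower in HNRNPKi than in CTLi cells, of which 1348 had an adjusted p under 0.05. With a pseudocount of 1, 798 genes were lower. Of all genes called in either direction, 50.8% were higher, and this share depended on the settings. It was 63.6% with each library centred on its median, 32.9% with a mean of at least 1 required and 32.6% with a pseudocount of 1. The largest falls were those of *APLN*, *HIST1H4I* and *PC*, with log2 fold changes of -4.54, -3.60 and -3.46. A list of 54 DNA replication genes was tested in full, and 54 were lower, or 53 with each library centred. Their median log2 fold change was -1.49, from -1.53 to -1.40 with each library left out in turn, and 41 fell by at least 2-fold. A list of 60 mitotic cell cycle genes had 60 lower, with or without centring, and 57 of them by at least 2-fold. Its median was -2.14, from -2.19 to -2.08 with each library left out. In camera, p was 2.1e-15 for the DNA replication list and 2.3e-18 for the mitotic list, and adjusted over 7 lists 4.9e-15 and 7.9e-18. Both calls held with fry (p = 4.3e-05 and 2.6e-05) and with an estimated correlation (p = 0.0102 and 0.00812). All 54 and all 60 genes had an adjusted p under 0.05 over all genes tested and when adjusted over the list alone. *CCNA2* fell from 15.5 ± 1.05 (SD, n = 2) to 3.22 ± 0.262 (SD, n = 2), and *MKI67* from 6.89 ± 0.134 (SD, n = 2) to 1.68 ± 0.0153 (SD, n = 2). *CDK4* fell from 32.1 ± 1.08 (SD, n = 2) to 18.0 ± 0.520 (SD, n = 2), which is less than 2-fold. From the decrease of DNA replication and mitotic genes, beside its cell counts and Ki67 staining, the paper concludes that the cells need HNRNPK to proliferate.

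**Figure D1:**
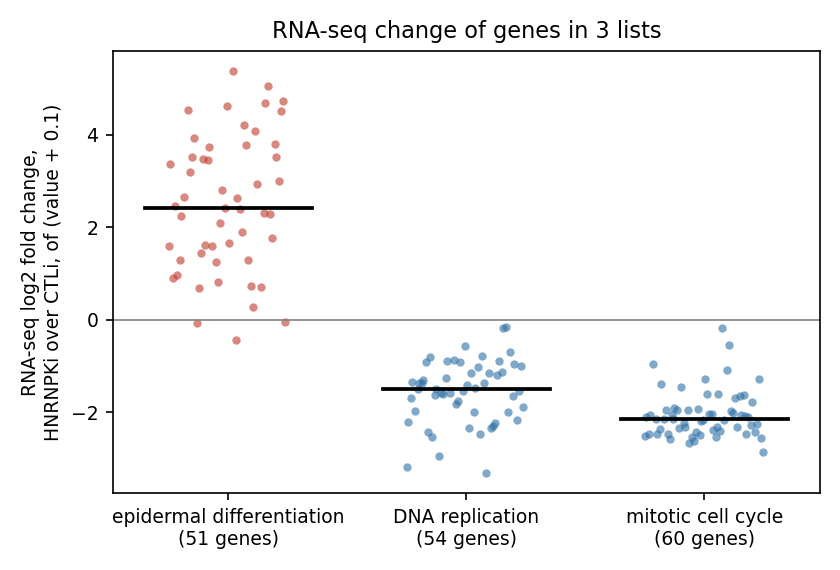
RNA-seq log2 fold change of HNRNPKi over CTLi, computed after adding 0.1 to each value, for the tested genes of the epidermal differentiation, DNA replication and mitotic cell cycle lists. Each point is a gene and each black line the median of its list, at 2.42, -1.49 and -2.14.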

1311 genes were downregulated with GO terms including mitotic cell cycle phase transition and DNA replication indicating that HNRNPK is necessary for the proliferative capacity of the epidermal cells (Fig. 1h, j and Supplementary Data 1). To determine the extent to which depletion of HNRNPK resembles the differentiation program, the HNRNPK signature was compared to a previously generated RNA-seq data set of genes that changed during calcium mediated epidermal differentiation^35^. Nine hundred and fourteen genes were found in the overlap with the vast majority of the genes regulated in the same direction as the differentiation signature (Supplementary Fig. 1g). The overlapped upregulated genes were enriched in GO terms such as keratinocyte differentiation while downregulated genes were enriched in mitotic cell cycle (Supplementary Fig. 1h, i).

### HNRNPK degrades differentiation promoting mRNAs

Since HNRNPK has been shown to bind RNA to modulate post-transcriptional gene expression, we performed RNA immunoprecipitations (RIP) under native conditions using a HNRNPK antibody or control IgG on epidermal cell lysates to determine all the transcripts that HNRNPK binds. 

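The RIP-Seq comparison holds 2 libraries made with the HNRNPK antibody and 2 made with IgG from proliferating primary human keratinocytes, without an input library. The legend of Fig. 2a calls them independent experiments. The authors aligned the reads as for RNA-seq and deposited log2 values of 11670 genes in an unnamed unit. None of these genes was at the floor of the RNA-seq values, so genes with low values had been removed. The methods leave genes with fewer than 10 reads out of the test for RNA-seq and analyse RIP-Seq in the same way. On the linear scale, the summed values were 189184 and 194410 in the IgG libraries and 214790 and 210800 in the HNRNPK libraries. How the libraries were scaled to one another was not tested. A gene was tested when its mean value over the 4 libraries was at least 0.1, which left 11662 genes, and limma was run as for RNA-seq. The median log2 fold over IgG of all tested genes was -0.40, and -0.23 with each library centred on its median. Across 11543 genes tested in both experiments, Spearman's rho with the mean CTLi RNA-seq value was 0.821 for IgG and 0.677 for the HNRNPK antibody.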

RNA was purified from the immunoprecipitates and subjected to next generation RNA sequencing (RIP-Seq)^36,37^. 

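In the HNRNPK pulldowns, 872 genes were at least 4-fold higher than in IgG with an unadjusted p of at most 0.05, and the same number passed with an adjusted p under 0.05. A pseudocount of 1, the alternative that moved this number most, left 602 genes. In the opposite direction, 249 genes were at least 4-fold lower than in IgG. Of the genes called in either direction, 77.8% were higher, and 89.5% with each library centred on its median. The most enriched genes were *SH3BGRL3*, *GRINA* and *G6PC3*. *SH3BGRL3*, on chromosome 1 from 26606577 to 26608013, had a value of 21.6 ± 0.226 (SD, n = 2) in IgG and 1183 ± 2.38 (SD, n = 2) with the HNRNPK antibody, a log2 fold change of 5.77. *GRINA* had a log2 fold change of 5.01 and *G6PC3* one of 4.86. In each of these 3 genes both HNRNPK libraries lay above both IgG libraries, and the difference was far larger than the spread between libraries.

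**Figure D2:**
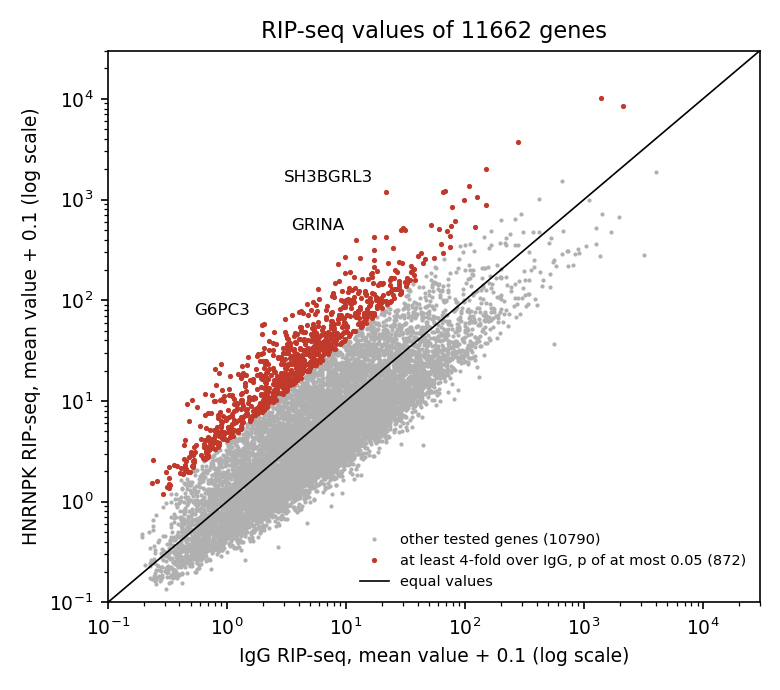
Mean RIP-Seq value plus 0.1 of 11662 genes with the HNRNPK antibody (vertical, log scale) against IgG (horizontal, log scale), in the normalized unit of the deposited values. Red points are the 872 genes at least 4-fold over IgG, grey points the other genes and the line marks equal values.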

HNRNPK bound to 921 genes (≥4 fold increase over IgG and *p* ≤ 0.05, one way Anova) which were enriched for GO terms including positive regulation of cell differentiation, polarized epithelial cell differentiation, and regulation of cell proliferation (Fig. 2a, b and Supplementary Data 2). 

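Between the HNRNPK RIP-Seq libraries, Pearson's r of the log2 values was 0.999 and Spearman's rho 0.999 across the 11662 genes tested, which are not independent replicates. The IgG libraries had an r of 0.992. An HNRNPK and an IgG library gave an r of 0.798 to 0.809. The median absolute log2 difference between libraries was 0.065 for HNRNPK and 0.12 for IgG. Only 4 genes differed at least 2-fold between the HNRNPK libraries and 59 between the IgG libraries.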

There was also a tight correlation between the replicate HNRNPK RIP-Seq data sets (Supplementary Fig. 1j). To assess whether HNRNPK bound transcripts also changed in expression levels upon HNRNPK depletion, the HNRNPK RIP-Seq dataset was overlapped with the HNRNPK knockdown data. 

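Both experiments tested 11543 genes, and 863 of them were bound by the RIP-Seq criteria. Of these 863, 129 (14.9%) were also at least 2-fold changed in HNRNPKi cells, against 14.1% of all 11543 genes. Chance would give 122 genes (odds ratio 1.07, two-sided Fisher's exact test, p = 0.477, adjusted 0.477). The overlap was also split by direction, which makes 3 tests. Bound genes that were higher in HNRNPKi cells numbered 49, or 5.68% against 3.91% of all genes, where chance would give 33.7 (odds ratio 1.54, Fisher's exact test, p = 0.00783, adjusted over the 3 tests 0.0235). With the RNA-seq libraries centred on their medians, an alternative chosen after seeing the data, this overlap was 59 genes with an odds ratio of 1.28 and an unadjusted p of 0.0879. Bound genes that were lower numbered 80, fewer than the 88.2 that chance would give (odds ratio 0.890, Fisher's exact test, p = 0.381, adjusted 0.477). As a group, the 863 bound genes had a median RNA-seq log2 fold change of -0.21, with 309 higher and 554 lower. In 10000 random lists matched on RNA-seq level, the median was -0.19, with 95% of lists between -0.23 and -0.15. The bound genes lay at percentile 16.7 of these lists. With each RNA-seq library centred on its median, the bound genes had a median of -0.051, with 401 higher and 462 lower. Their percentile among matched lists was the same.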

Interestingly, 16% (150/921) of the HNRNPK bound genes were differentially regulated upon HNRNPK knockdown which were enriched for GO terms such as epithelial cell differentiation, regulation of cell proliferation, and negative regulation of cyclin-dependent protein kinase activity (Fig. 2c, d). These results suggest that HNRNPK may regulate epidermal growth and differentiation at the post-transcriptional level. 

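From the bound genes that change upon knockdown, the paper proposes that HNRNPK acts on growth and differentiation after transcription. *KLF4*, on chromosome 9 from 110247133 to 110252763 of hg19, rose in RNA-seq from 5.04 ± 0.348 (SD, n = 2) in CTLi to 16.2 ± 0.862 (SD, n = 2) in HNRNPKi cells (log2 fold change 1.67, limma adjusted p = 4.4e-06). In RIP-Seq, *KLF4* had 6.45 ± 0.601 (SD, n = 2) in IgG and 5.83 ± 0.0565 (SD, n = 2) with the HNRNPK antibody. Its log2 fold over IgG was -0.14 (standard error 0.090, limma adjusted p = 0.178). Both HNRNPK libraries, at 5.87 and 5.79, lay below both IgG libraries, at 6.02 and 6.87. The group means differed by less than the IgG libraries did. The direction depended on the scaling, since the log2 fold was 0.030 with each library centred and 0.042 after quantile normalization. *ZNF750*, on chromosome 17 from 80787310 to 80797898, rose in RNA-seq from 0.152 ± 0.0295 (SD, n = 2) to 2.80 ± 0.152 (SD, n = 2), a log2 fold change of 3.53. The RIP-Seq table has no entry for *ZNF750*, so its RIP-Seq value was not analysed here. *GRHL3*, on chromosome 1 from 24526048 to 24690972, rose in RNA-seq from 0.823 ± 0.0712 (SD, n = 2) to 12.6 ± 0.703 (SD, n = 2), a log2 fold change of 3.78. Its RIP-Seq value was 0.318 ± 0.00679 (SD, n = 2) in IgG and 1.27 ± 0.109 (SD, n = 2) with the HNRNPK antibody. The log2 fold over IgG was 1.72 (limma adjusted p = 9.0e-06), short of 4-fold. It passed 4-fold after quantile normalization, at 2.01, and on the deposited log2 values without a pseudocount, at 2.00, a setting chosen after seeing the data. *CDKN1A*, on chromosome 6 from 36644237 to 36655114, rose in RNA-seq from 56.1 ± 0.789 (SD, n = 2) to 141 ± 1.36 (SD, n = 2), a log2 fold change of 1.33. Its RIP-Seq value was 28.1 ± 1.61 (SD, n = 2) in IgG and 134 ± 1.78 (SD, n = 2) with the antibody, a log2 fold of 2.26 (limma adjusted p = 8.0e-09), which is past 4-fold.

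**Figure D3:**
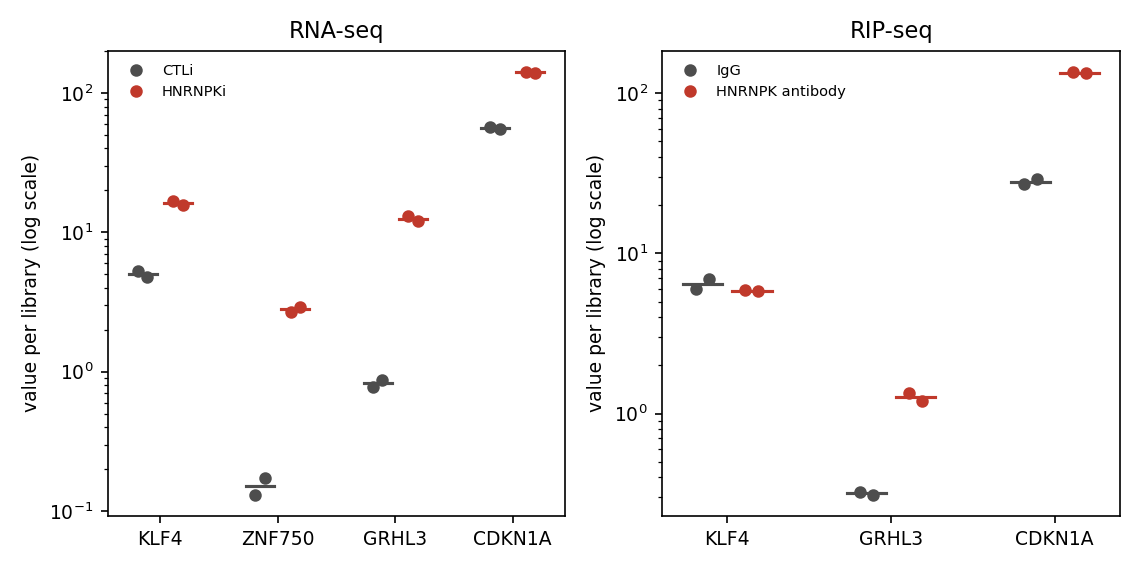
Normalized values (log scale) of *KLF4*, *ZNF750*, *GRHL3* and *CDKN1A* in RNA-seq of CTLi and HNRNPKi cells and of *KLF4*, *GRHL3* and *CDKN1A* in RIP-Seq with IgG and the HNRNPK antibody. Points are libraries and lines the mean of 2 libraries; in RIP-Seq, the *KLF4* means are 6.45 and 5.83.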

Among the genes involved in regulating epithelial cell differentiation and growth that is both bound by HNRNPK and found to be increased in mRNA levels upon knockdown were transcripts coding for differentiation promoting transcription factors including *KLF4*, *ZNF750*, and *GRHL3,* as well as the cell cycle inhibitor P21 (*CDKN1A)* (Figs. 1h, 2a, c).

**Fig. 2:**
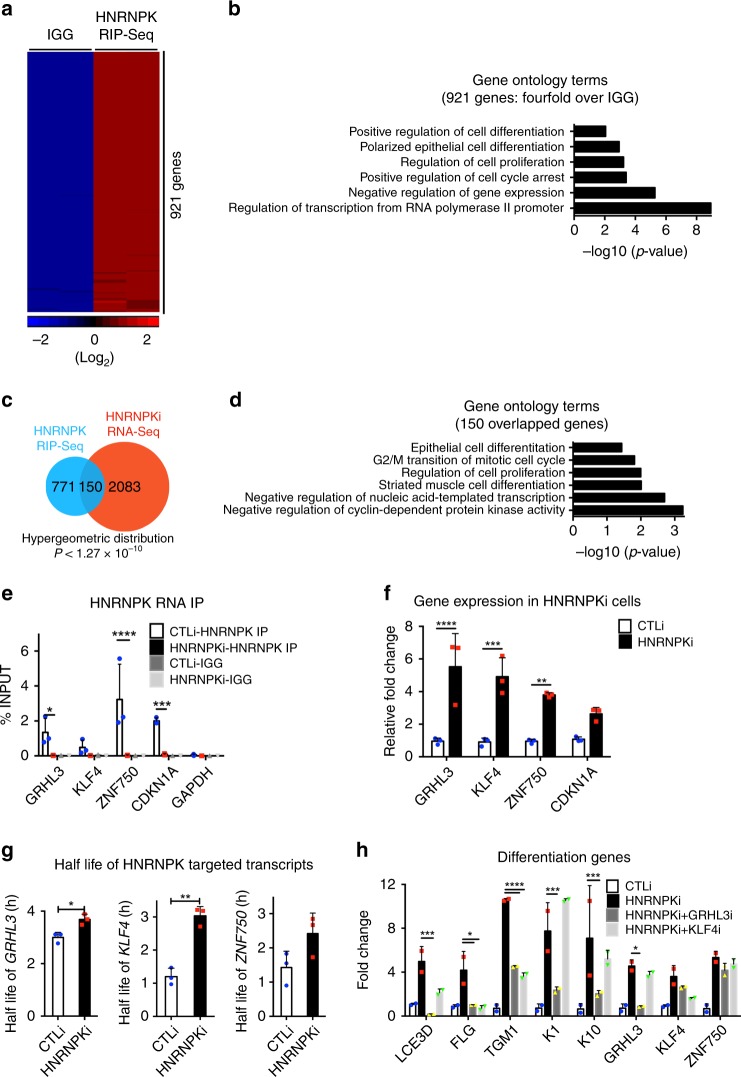
HNRNPK binds and degrades mRNAs coding for differentiation promoting transcription factors to prevent premature differentiation. **a** Profiling of HNRNPK bound transcripts by RNA immunoprecipitation (RNA IP) coupled with deep sequencing (RIP-Seq). Heatmap of 921 genes bound to HNRNPK defined by 4-fold enrichment over IGG and *p* < 0.05, one way Anova. *n* = 2 independent experiments. **b** Gene ontology terms of the 921 genes bound by HNRNPK using Enrichr. **c** Venn diagram of overlapped genes between HNRNPKi RNA-Seq and HNRNPK RIP-Seq datasets. **d** Gene ontology terms of the 150 overlapped genes. **e** RNA IP was performed in CTLi and HNRNPKi cells using an HNRNPK antibody. RT-QPCR was used to determine the levels of binding between HNRNPK and *GRHL3*, *KLF4*, *ZNF750, GAPDH*, or *CDKN1A* mRNAs in CTLi and HNRNPKi cells. IGG IPs in CTLi and HNRNPKi cells were used as specificity controls. Binding was calculated as a percent of input. **f** RT-QPCR for changes in the levels of *GRHL3*, *KLF4*, *ZNF750*, and *CDKN1A* mRNA expression in HNRNPKi cells. QPCR results were normalized to *L32* levels. **g** CTLi and HNRNPKi cells were treated with actinomycin D to determine the half-lives of the differentiation associated transcripts. RT-QPCR was used to measure the levels of the transcripts. **h** Double knockdown of HNRNPK with GRHL3 or KLF4 was performed and differentiation markers were evaluated by RT-QPCR (*n* = 2). *n* = 3 independent experiments performed in Fig. 2 unless otherwise indicated. Mean values are shown with error bars = SD. *p < 0.05, ** *p* < 0.01, ***p < 0.001, ****p < 0.0001 (2 way ANOVA followed by Tukey’s multiple comparison test for **h**, **e**. *T*-test for **f**, **g**). Overlap significance in Venn diagrams was determined using hypergeometric distribution *p*-values (**c**)

To validate the RIP-Seq results, RIP was performed in control and HNRNPK depleted cells using a HNRNPK antibody or IgG. *KLF4*, *ZNF750*, *CDKN1A*, and *GRHL3* mRNAs were found to robustly associate with HNRNPK in control but not in HNRNPKi cells (Fig. 2e, Supplementary Fig. 2a). The transcripts were specifically bound to HNRNPK since binding depended on the presence of HNRNPK in the cells and did not bind transcripts such as *GAPDH* (Fig. 2e). No binding was detected in the IgG pulldown samples (Fig. 2e, Supplementary Fig. 2a). Since knockdown of HNRNPK led to increases in the mRNA levels of these HNRNPK bound genes, it suggests that HNRNPK may normally be targeting these transcripts for degradation in progenitor cells to prevent premature differentiation and premature cell cycle exit (Fig. 2f). To test this, control and HNRNPKi cells were treated with actinomycin D to determine the half-lives of the mRNAs. Loss of HNRNPK significantly increased the mRNA stability/half-lives of *GRHL3*, *KLF4*, and *CDKN1A* (Fig. 2g, Supplementary Fig. 2b). While not statistically significant, HNRNPK depletion also led to the increased half-life of *ZNF750* (Fig. 2g). These results suggest that HNRNPK binds and degrades these transcripts in progenitor cells to prevent premature differentiation.

To determine if HNRNPK may be regulating growth and differentiation through these bound genes, we overlapped our published gene expression signatures of KLF4 and ZNF750 knockdown in differentiated keratinocytes with our HNRNPK gene expression profile^7^. Since we have shown that KLF4 and ZNF750 are required for epidermal differentiation we would expect the knockdown expression profiles to be counter correlated. One hundred and sixty-six genes were upregulated in HNRNPK knockdown and downregulated in KLF4i cells which were enriched for GO terms such as epidermal cell differentiation and skin development (Supplementary Fig. 3a, b). Three hundred and sixty-six genes were downregulated in HNRNPKi and upregulated in KLF4i cells which were enriched in GO terms such as positive regulation of cell cycle (Supplementary Fig. 3a, c). Similar results were obtained with the ZNF750 overlap suggesting that these factors may mediate HNRNPK’s impact on growth and differentiation (Supplementary Fig. 3d-f).

To directly determine if the impacts of HNRNPK on epidermal growth and differentiation is mediated through the increased expression of *GRHL3*, *KLF4*, or *CDKN1A*, HNRNPK and each of the genes were simultaneously knocked down and compared to control and HNRNPKi cells (Fig. 2h). The levels of differentiation induced genes *LCE3D*, *FLG*, *TGM1*, and *K10* were increased in HNRNPKi cells but were restored similar to control levels in HNRNPK + GRHL3 or HNRNPK + KLF4 double knockdown cells (Fig. 2h). Simultaneous HNRNPK and CDKN1A knockdown had no impact on the premature differentiation phenotype (Supplementary Fig. 2c). These results suggest that HNRNPK prevents premature differentiation of epidermal progenitor cells by binding to and degrading *GRHL3* and *KLF4* transcripts.

To determine if HNRNPK promotes epidermal growth through suppression of these transcripts, double knockdown experiments were performed and cell number counted 5 days after normalization of the cell number. Again, HNRNPKi cells exhibited dramatic inhibition of proliferation with loss of expression of key proliferation genes such as *CCNA2*, *CDK4*, and *MKI67*. Double knockdown of HNRNPK with GRHL3, KLF4 or CDKN1A resulted in a similar loss of proliferation as HNRNPK knockdown alone and did not restore the proliferation back to control levels (Supplementary Fig. 2d-g). It is intriguing to note that HNRNPK + CDKN1A double knockdown did not correct the proliferation defect even though CDKN1A is a major cell cycle inhibitor that upon knockdown by itself led to ~4 increase in cell numbers as compared to control cells (Supplementary Fig. 2d).

### HNRNPK is necessary for DDX6 to bind differentiation mRNAs

We previously demonstrated that DDX6 degrades *KLF4* transcripts however it was unclear how DDX6 was targeted to the mRNA^14^. To determine whether HNRNPK recruits the targeted mRNAs to DDX6 or vice versa, RIP experiments were performed. RIP was performed using a DDX6 antibody or IgG in control and HNRNPKi cells. DDX6 was able to bind to *KLF4*, *ZNF750*, and *GRHL3* transcripts in control but not HNRNPK depleted cells suggesting that HNRNPK is necessary for DDX6 to associate with its target mRNAs (Fig. 3a). HNRNPK depletion had no impacts on DDX6 protein levels suggesting that the loss of DDX6 binding to transcripts is not due to an absence of its protein (Fig. 3c). In the reverse experiment, the mRNAs associated with HNRNPK were pulled down in both control and DDX6i cells. Despite, the slight decrease of HNRNPK protein levels upon DDX6 knockdown, HNRNPK was still able to bind *KLF4*, *ZNF750*, and *GRHL3* transcripts robustly in the absence of DDX6 (Fig. 3b, c). These results suggest that HNRNPK recruits the mRNAs to DDX6, which can then degrade the transcripts. HNRNPK may potentially associate with DDX6 directly or through the targeted transcripts. To test this, co-immunoprecipitations (Co-IPs) of HNRNPK and DDX6 were performed in the presence or absence of RNase A. In the absence of RNase A, DDX6 and HNRNPK could associate with each other (Fig. 3d). However upon RNase A addition, the association was diminished suggesting that the interaction was mediated primarily through the binding of RNA (Fig. 3d). To gain insight into how much of the HNRNPKi gene expression signature and thus regulation of epidermal growth and differentiation is through the DDX6 pathway, we compared our previously published DDX6 knockdown mRNA expression signature with it^14^. Sixty six percent (336/521) of the DDX6 signature overlapped with HNRNPK which included significant genes involved in epidermal development and cell cycle (Supplementary Fig. 3g, h). This suggests that a majority of the DDX6 function is mediated through HNRNPK. However, the DDX6 signature only accounts for ~15% (336/2233) of the HNRNPK signature suggesting that HNRNPK can potentially mediate its effects on epidermal growth and differentiation through DDX6 independent mechanisms.

**Fig. 3:**
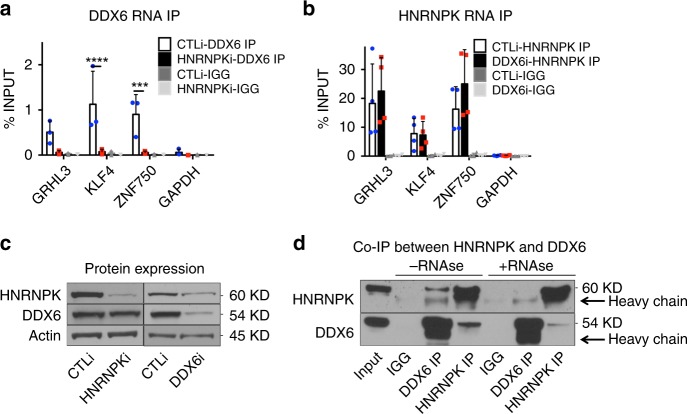
HNRNPK is necessary for DDX6 to bind differentiation associated mRNAs. **a** RNA IP was performed in CTLi and HNRNPKi cells using a DDX6 antibody. RT-QPCR was used to determine the levels of binding between DDX6 and differentiation associated mRNAs in the presence or absence of HNRNPK. IGG IPs in CTLi and HNRNPKi cells were used as specificity controls. Binding was calculated as a percent of input. **b** RNA IP was performed in CTLi and DDX6i cells using a HNRNPK antibody. RT-QPCR was used to determine the levels of binding between HNRNPK and differentiation associated mRNAs in the presence or absence of DDX6. IGG IPs in CTLi and DDX6i cells were used as specificity controls. *n* = 4. **c** Western blot analysis of HNRNPK and DDX6 protein levels upon HNRNPK or DDX6 knockdown. **d** Immunoprecipitations (IPs) were performed using either an HNRNPK or DDX6 antibody or IGG and Western blotted for HNRNPK or DDX6 protein expression. IPs were performed +/− RNase A. Five percent of the cell lysate was used as input. Representative blots are shown. *n* = 3 independent experiments performed for Fig. 3 unless otherwise indicated. All error bars = SD. ****p < 0.0001, ***p < 0.001 (2 way ANOVA followed by Tukey’s multiple comparison test for **a**, **b**)

### Genome-wide binding sites of HNRNPK

HNRNPK has been reported to be a multi-faceted protein which can also bind to DNA and regulate gene expression through transcriptional mechanisms. To explore this possibility, chromatin immunoprecipitation (ChIP) followed by deep sequencing (ChIP-Seq) was performed using a HNRNPK antibody on primary human keratinocytes. MACS2 was used to call 4624 peaks enriched with HNRNPK binding (Supplementary Data 3a)^38,39^. 

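The HNRNPK ChIP-Seq used 3 libraries of primary human keratinocytes and 1 input library. The authors deposited 1 list of peak positions on hg19 for all libraries, and the methods merge the replicate files for the scatter plots without naming how the libraries were combined for the peak list. The list has 4624 peaks with a median width of 375 bp, from 229 to 6149 bp, and covers 2341808 bases. Its score column holds the same value for every peak, but the peaks carry a number. It holds no value per library, so no replicate error can be given. The copy of Supplementary Data 3a that was read held 1998 lines, and the start of all 1998 matched a peak in the list. Over these lines, Spearman's rho of the peak number with the paper's peak score was -0.9997, so a lower number goes with a higher score. Peaks were assigned to genes and regions by their midpoint with GENCODE 44 on hg19 coordinates. The nearest protein-coding transcription start site set the gene.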

A majority (68%) of the binding was found within genes which includes the 5’ UTR, intron, exon, transcriptional termination site/TTS, and 3’ UTR (Fig. 4a). 

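By midpoint, 3254 of the 4624 peaks (70.4%, 95% Wilson interval 69.0% to 71.7%) lay in a 5' UTR, exon, intron, 3' UTR or TTS. The TTS was taken from 100 bp upstream to 1000 bp downstream of a transcript end. The interval covers counting error only. Introns held 39.6% of the peaks, TTS regions 16.0%, exons 7.20%, 3' UTRs 6.60% and 5' UTRs 0.995%. Intergenic sequence held 19.2%, promoters, from 1000 bp upstream to 100 bp downstream of a start site, 8.74%, and non-coding genes 1.67%. When a peak was classed by any base it touched in place of its midpoint, the intron share fell to 27.7% and the exon share rose to 16.7%. The share within genes was then 70.2%.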

The rest of the peaks were within intergenic, promoter, or non-coding regions (Fig. 4a). 

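The 4624 peaks had 1996 protein-coding genes as their nearest genes. Of these, 994 genes had 1 peak and 38 had at least 10 peaks. By nearest start site, the largest number was 30 peaks for *LAMB3*, followed by 22 each for *LAMA3* and *TTC39C*. These 3 genes were chosen after their values were seen. This assignment can give a peak inside 1 gene to a neighbour, so the ranking depends on it. Inside *ITGB4* lay 25 peaks, and some of them counted for *GALK1*, which had 21. The median distance from a peak to the nearest start site was 6329 bp. Within 1 kb of a start site lay 14.8% of the peaks, and 6.40% were more than 50 kb away. With the 2312 peaks of lower peak number alone, which stand for the higher scores and were chosen after seeing the data, 1288 genes were nearest to a peak. Of the 1998 lines read of Supplementary Data 3a, 1416 (70.9%) name the same nearest gene.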

The peaks mapped back to 2,095 genes which were enriched for GO terms such as positive regulation of telomere maintenance, epidermis development, and positive regulation of mesenchymal cell proliferation (Fig. 4b and Supplementary Data 3a). To gain a better understanding of the distribution of HNRNPK binding across genes, its localization was mapped +/− 5 kb of the transcriptional start site of genes. HNRNPK binding was also compared to histone marks from the ENCODE consortium data set for human keratinocytes^40^ (Fig. 4c). Interestingly, HNRNPK binding correlated with marks of open chromatin and active transcription including RNA Pol II, H3K4me3, DNase I HSS, and H3K27ac while being depleted from closed/repressive chromatin marks such as H3K27me3 (Fig. 4c). Quantitation of HNRNPK binding +/− 5 kb from the TSS also showed that HNRNPK signals were broadly distributed throughout the region which was similar to RNA Pol II binding (Fig. 4d). In contrast, DNase I HSS sites accumulated at the TSS with diminished signal away from the TSS (Fig. 4d). Analysis of all HNRNPK bound peaks also showed HNRNPK correlated the most with RNA Pol II binding (Supplementary Fig. 4).

**Fig. 4:**
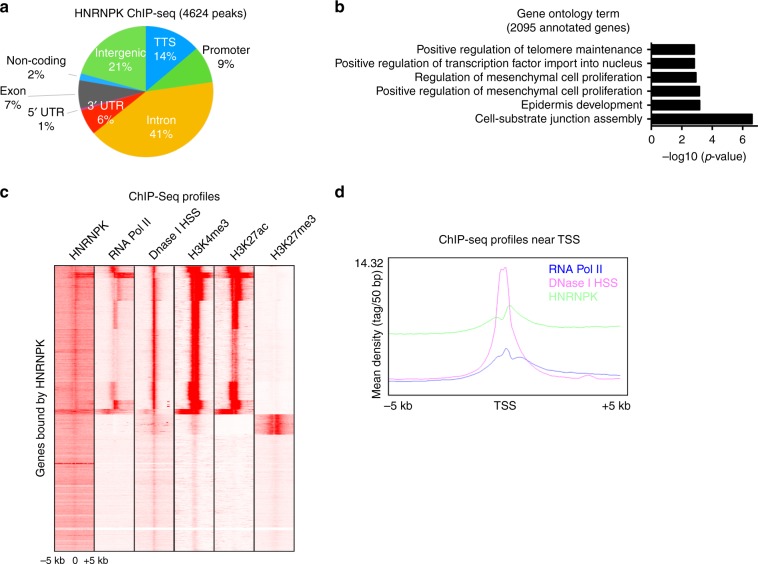
ChIP-Seq analysis of HNRNPK genome-wide binding sites. **a** The 4,624 HNRNPK significantly bound peaks were mapped back to various regions of the genome. The percentage of the HNRNPK peaks found within each region of the genome is shown. **b** The 4,624 HNRNPK peaks were mapped back to its nearest genes (2095) and gene ontology analysis performed to determine enrichment for gene function. **c** Heatmap of genes bound by HNRNPK centered on the TSS (±5 kb region) for RNA Pol II, DNase-I-hypersensitive sites (DNase I HSS), H3K4me3, H3K27ac, and H3K27me3. **d** The distribution of DNase I HSS, RNA Pol II, and HNRNPK binding from ±5 kb to TSS of genes. The *y*-axis denotes signal strength (mean density of the reads) and x-axis shows position from the TSS

Since HNRNPK binding was the most similar to RNA Pol II, we performed RNA Pol II ChIP-Seq on primary human keratinocytes in order to directly compare our HNRNPK ChIP-Seq data. RNA Pol II bound to 9485 peaks which mapped back to 3433 genes (Supplementary Data 3b). Interestingly, ~50% (1041/2095) of the genes HNRNPK bound to also had RNA Pol II binding (Fig. 5a). A search for transcription factor binding motifs on the HNRNPK and RNA Pol II co-bound peaks showed enrichment for TEAD2, TCF7L2, LIN54, FOXH1, and BARHL2 (Fig. 5b). The top 2 enriched motifs, TEAD2 and TCF7L2 (also known as TCF4), have been shown to be essential for epidermal stem cell self-renewal^13,41^ (Fig. 5b). The 1041 genes co-bound by HNRNPK and RNA Pol II were also enriched for GO terms such as epidermis development, hemidesmosome assembly, and regulation of keratinocyte proliferation (Fig. 5c). These regulators of keratinocyte proliferation included critical self-renewal and proliferation genes such as *MYC*, *FGFBP1*, and *CCNA2* (Fig. 5d, e, Supplementary Data 3). 

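*MYC* lies on chromosome 8 from 128747680 to 128755197 of hg19 and had 4 HNRNPK peaks inside the gene. The first, from 128749560 to 128750124, had its midpoint in a promoter. The next, from 128751589 to 128752249 and from 128752420 to 128752779, lay in an intron. The last, from 128753778 to 128755834, is 2057 bp wide and reaches past the end of the gene. A further peak, from 129117090 to 129117392, lay 367250 bp downstream of the start site. *FGFBP1*, on chromosome 4 from 15937200 to 15940363, had no peak inside the gene. Its 2 nearest peaks, from 15935264 to 15935637 and from 15936418 to 15936682, lay past its 3' end. *CCNA2*, on chromosome 4 from 122737599 to 122745038, had 1 peak from 122744642 to 122745160 over its 5' end, with a midpoint 137 bp from the start site. By the order of classes used here, that midpoint counts as TTS, since another transcript ends there. RNA Pol II peaks of control cells were not analysed here.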

At each of these sites, HNRNPK bound in a similar manner as RNA Pol II (Fig. 5d, e). Knockdown of HNRNPK also decreased binding of HNRNPK to those genomic regions demonstrating the specificity of HNRNPK binding to the genomic regions of *MYC*, *FGFBP1*, *HMG20B*, and *CCNA2* (Fig. 5f). Loss of HNRNPK binding also resulted in decreased expression of those genes (Fig. 5f, g).

**Fig. 5:**
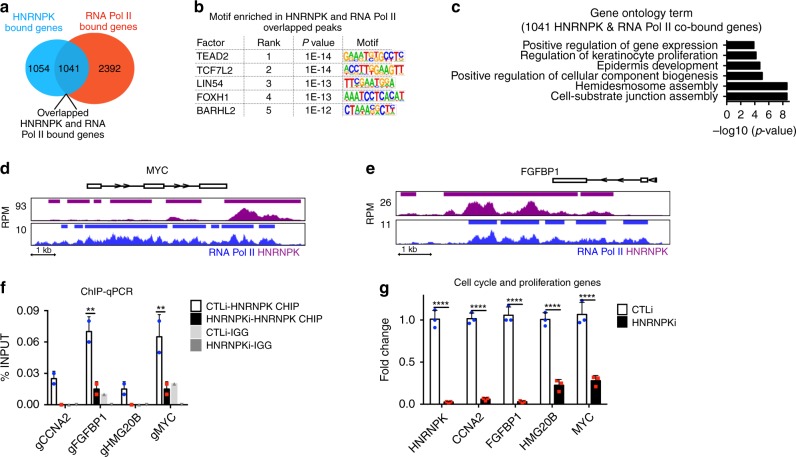
HNRNPK and RNA Pol II co-bind proliferation genes enriched in TEAD2 and TCF4 binding motifs. **a** Venn diagram showing overlap of genes bound by both HNRNPK and RNA Pol II. **b** De novo motif search for HNRNPK and RNA Pol II co-bound peaks. **c** Gene ontology analysis of the 1041 overlapped genes from **a**. **d**, **e** Gene tracks showing HNRNPK (purple) and RNA Pol II (blue) binding to MYC and FGFBP1 genomic regions. The *x*-axis shows genomic position and *y*-axis denotes signal strength (RPM, reads per million). Bars over peaks indicate significantly bound peaks with cutoff *q*-value of 0.05. **f** ChIP was performed on CTLi (white bar) and HNRNPKi (black bar) cells using a HNRNPK antibody. ChIP was also performed using IGG in CTLi (light gray bar) and HNRNPKi (dark gray bar) cells as a specificity control. HNRNPK binding to each gene was calculated as a percentage of input. *n* = 2. **g** RT-QPCR for mRNA expression of genes that are co-bound by HNRNPK and RNA Pol II in CTLi and HNRNPKi cells. QPCR results were normalized to *L32* levels. Mean values are shown with error bars = SD. *n* = 3 independent experiments performed in Fig. 5 unless otherwise indicated **p < 0.01, ****p < 0.0001 (2 way ANOVA followed by Tukey’s multiple comparison test for **f**. *T*-test for **g**)

Because half (1,041/2,095) of HNRNPK bound genes had RNA Pol II enrichment, it may suggest that HNRNPK is necessary for RNA Pol II to bind a subset of sites in the genome. In support of this, RNA Pol II can be found in the immunoprecipitate of HNRNPK and vice versa suggesting that these two proteins can associate with each other (Fig. 6a). This association was also dependent on the presence of RNA since RNAse A treatment diminished the interaction (Fig. 6a). To test if HNRNPK is necessary for RNA Pol II binding to HNRNPK bound sites, RNA Pol II ChIP-Seq was performed on HNRNPK knockdown cells. diffReps was used to determine the differential RNA Pol II peaks between control and knockdown cells^42^. These peaks were mapped back to their nearest genes which accounted for 1,310 genes with diminished/lost RNA Pol II binding upon HNRNPK knockdown while 284 genes gained/increased RNA Pol II binding (Fig. 6b, Supplementary Data 4). 

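RNA Pol II ChIP-Seq covered 2 libraries of CTLi and 2 of HNRNPKi cells, with 1 input library for each. The authors' deposited table lists only regions that diffReps called, with each library's reads in the region divided by a constant for that library. In the authors' deposited table these constants are 1.04 and 1.07 for CTLi and 0.92 and 0.97 for HNRNPKi. No input was subtracted. The test was a negative binomial test on windows of 1000 bp moved in steps of 100 bp, with a window p cutoff of 0.0001 and an adjusted p over 68696 windows. Regions without a change are not in the authors' deposited table, so the spread of unchanged regions is unknown and no test was run on the reads again. The copy of Supplementary Data 4 that was read held 1998 lines, all of which match a region. Regions were assigned to the nearest protein-coding transcription start site by their midpoint, as for the HNRNPK peaks.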

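Of the 3321 regions in the authors' deposited table, 2462 (74.1%) were lower and 859 higher in HNRNPKi than in CTLi cells. In 3320 of the 3321 regions in the authors' deposited table the libraries of the groups did not overlap, where chance gives 33.3%, but the regions had been selected for their difference. The median log2 fold change in the authors' deposited table was -1.44 for lower and 1.71 for higher regions. Of all regions in the authors' deposited table, 3184 have a p under 0.0001 and 3316 an adjusted p under 0.05. Lower regions in the authors' deposited table had a median of 44.86 normalized reads in CTLi and 17.51 in HNRNPKi cells. Higher regions in the authors' deposited table had a median of 6.65 in CTLi and 21.82 in HNRNPKi cells. The lower regions of the authors' deposited table were nearest to 1476 protein-coding genes, the higher regions to 713 genes, and 49 genes were near both. A setting that takes every gene with a region in its body or within 5 kb moved these numbers most, to 2052 genes with a lower and 370 with a higher region of the authors' deposited table.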

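An HNRNPK peak overlapped 606 of the 2462 lower RNA Pol II regions in the authors' deposited table (24.6%, 95% Wilson interval 23.0% to 26.4%). It overlapped 3 of the 859 higher regions of the authors' deposited table (0.349%, interval 0.119% to 1.02%). The median width in the authors' deposited table is 1500 bp for lower and 1000 bp for higher regions. The odds ratio was 93.2. In the authors' deposited table, 92.9% of higher regions had a lower CTLi mean than every lower region, whose lowest was 17.0 normalized reads. The HNRNPK peaks were mapped without a knockdown, so the odds ratio does not separate loss of RNA Pol II from its presence in CTLi cells. With a peak within 5 kb counted too, the shares were 39.6% and 1.28% and the odds ratio 50.6. Among intergenic regions, a comparison chosen after seeing the data, 111 of 369 lower regions (30.1%) and 0 of 541 higher regions had a peak. By gene, 1772 tested genes were nearest to an HNRNPK peak, and 629 of them (35.5%) were also nearest to a lower RNA Pol II region, where chance would give 186 (odds ratio 7.85). This chance value counts all tested genes, also those without RNA Pol II in CTLi cells, which cannot lose it. In 10000 random lists matched on the CTLi RNA-seq level, chosen after seeing the data, the median share was 15.1% (95% of lists from 13.8% to 16.5%). Of these 629 genes, 71 (11.3%) were at least 2-fold lower in RNA-seq, against 135 of 1143 genes (11.8%) with a peak and no lower region, 65 of 739 (8.80%) with a lower region and no peak, and 9.40% of all 13048 background genes. The RNA-seq log2 fold change of the 629 genes was under 0 in 356 (56.6%), against 58.8% of the background. Of the 1368 tested genes nearest to a lower region, 136 were at least 2-fold lower in RNA-seq, where chance would give 129 (odds ratio 1.07, Fisher's exact test, p = 0.463). Of the 401 genes nearest to a higher region, 43 were at least 2-fold higher in RNA-seq (odds ratio 1.30, Fisher's exact test, p = 0.122). These are 2 of 4 tests that pair a region's direction with an RNA-seq direction, and adjusted over the 4 their p was 0.463 and 0.244. With regions in the gene body or within 5 kb, gained RNA Pol II and higher RNA went together (odds ratio 1.83, Fisher's exact test, p = 0.00482, adjusted over 4 tests 0.0126). The median RNA-seq log2 fold change of genes with lost RNA Pol II was -0.096, against -0.21 in 10000 random lists matched on RNA-seq level, at percentile 100. For genes with both a peak and lost RNA Pol II it was -0.14, against -0.22 in matched lists.

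**Figure D4:**
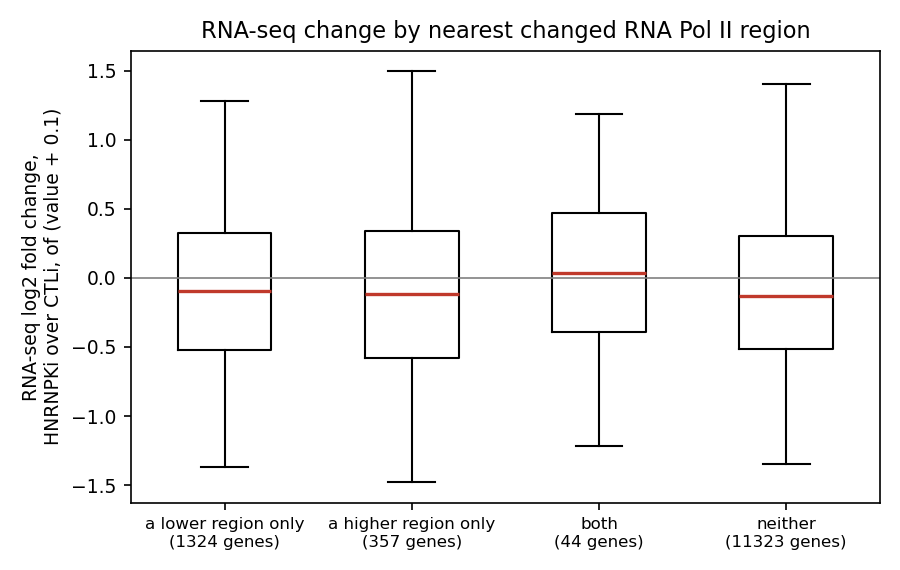
RNA-seq log2 fold change of HNRNPKi over CTLi, computed after adding 0.1 to each value, of 1324 genes nearest to a lower RNA Pol II region alone, 357 nearest to a higher region alone, 44 nearest to both and 11323 nearest to neither. Boxes span the 25th to 75th percentile with the median in red and whiskers run from the 5th to the 95th percentile; the medians are -0.098, -0.12, 0.032 and -0.13.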

Incredibly, 36% (373/1041) of the HNRNPK and RNA Pol II co-bound genes lost RNA Pol II binding and resulted in diminished gene expression upon HNRNPK knockdown (Fig. 6b, k and Supplementary Fig. 5a). These genes were enriched for GO terms such as regulation of keratinocyte proliferation suggesting that HNRNPK is necessary for RNA Pol II association with proliferation genes to sustain the proliferative capacity of the epidermis (Fig. 6c). These genes include *CCND2*, *CYR61*, *EGFR*, *ITGB4*, *PTHLH*, *MYC*, and *FGFBP1* where loss of HNRNPK diminishes the ability of RNA Pol II to bind those regions (Fig. 6d–h, Supplementary Data 4). Validation of these results by ChIP-QPCR demonstrate that HNRNPK is necessary for RNA Pol II binding to these genes (Fig. 6i). 

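At each of these 7 genes, the authors' deposited table has a lower RNA Pol II region that overlaps the gene. The region at *MYC*, on chromosome 8 from 128746501 to 128756100, has a log2 fold change of -2.17 in the authors' deposited table and holds 3643 bp of HNRNPK peaks. At *FGFBP1*, the region from 15932801 to 15940600 of chromosome 4 has -2.21 in the authors' deposited table and holds 639 bp of HNRNPK peaks. The region over *PTHLH*, on chromosome 12 from 28109701 to 28126300, has -1.95 in the authors' deposited table and holds 2747 bp of peaks. *CCND2* has 6 lower regions in the authors' deposited table, and the pair of widest ones, at -1.72 and -1.70, reach from 4382501 to 4408700 of chromosome 12. The nearest start site to the second of them is that of *TIGAR*. This pair holds 2667 and 1224 bp of HNRNPK peaks, and the other *CCND2* regions hold none. *ITGB4* has 4 lower regions in the authors' deposited table, and the widest, at -1.79, spans 34500 bp with 16299 bp of HNRNPK peaks and runs on toward *GALK1*. *CYR61*, which the annotation calls *CCN1*, has 1 region at -1.51 in the authors' deposited table, with 1909 bp of HNRNPK peaks. *EGFR* has 8 lower regions in the authors' deposited table, from -1.72 to -1.29. The 7 of them inside the gene hold no HNRNPK peak, though 7 peaks lie elsewhere in the gene. The region outside the gene holds 1005 bp of peaks. In RNA-seq, the 7 genes were lower in HNRNPKi than in CTLi cells, and for each gene the groups differed by far more than the libraries of a group. *MYC* fell from 95.9 ± 2.87 (SD, n = 2) to 59.0 ± 1.19 (SD, n = 2) and *FGFBP1* from 694 ± 8.78 (SD, n = 2) to 87.2 ± 0.598 (SD, n = 2). *PTHLH* fell from 90.7 ± 1.12 (SD, n = 2) to 30.5 ± 0.843 (SD, n = 2), *EGFR* from 47.3 ± 0.770 (SD, n = 2) to 16.8 ± 0.0742 (SD, n = 2) and *CYR61* from 62.2 ± 1.43 (SD, n = 2) to 26.7 ± 0.326 (SD, n = 2). *CCND2* had a log2 fold change of -0.68 and *ITGB4* one of -0.81, which like -0.70 for *MYC* are short of 2-fold. The paper proposes from the genes that lose RNA Pol II that HNRNPK keeps RNA Pol II at proliferation genes.

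**Figure D5:**
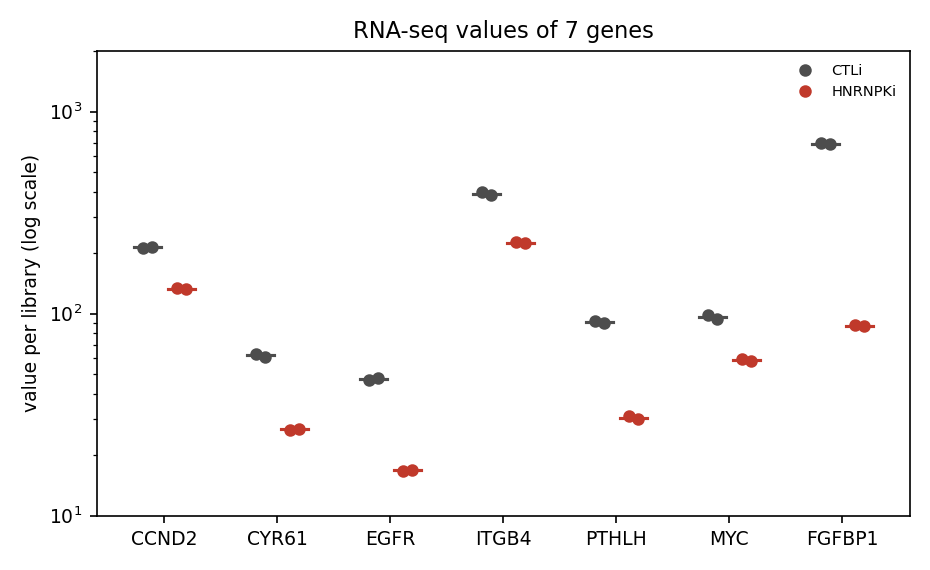
Normalized RNA-seq values (log scale) of *CCND2*, *CYR61*, *EGFR*, *ITGB4*, *PTHLH*, *MYC* and *FGFBP1* in CTLi and HNRNPKi cells. Points are libraries and lines the mean of 2 libraries; the *FGFBP1* means are 694 and 87.2.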

Loss of RNA Pol II binding also led to the downregulation of each of these genes (Figs. 5g, 6j).

**Fig. 6:**
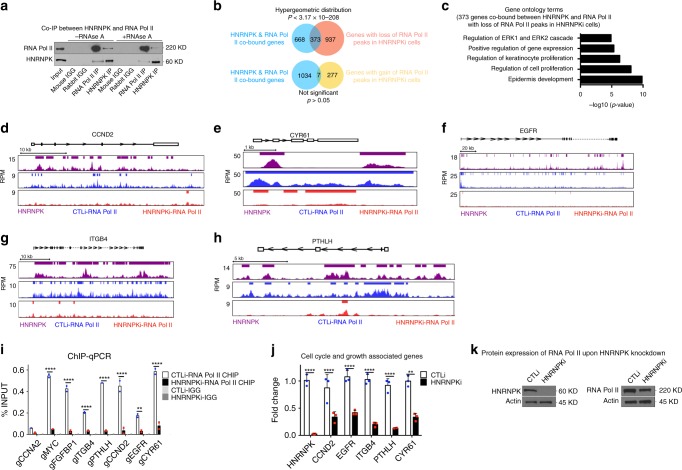
HNRNPK is necessary for RNA Pol II to bind proliferation genes to maintain the proliferative capacity of epidermal progenitor cells. **a** Immunoprecipitations (IPs) were performed using either an HNRNPK, RNA POL II antibody or IGG and Western blotted for HNRNPK or RNA Pol II protein expression. IPs were performed +/− RNase A. Five percent of the cell lysate was used as input. Representative blots are shown. *n* = 3. **b** Venn diagram showing the 1041 HNRNPK and RNA Pol II co-bound genes that lose RNA Pol II peaks upon HNRNPK depletion (top). The bottom Venn diagram depicts the 1041 HNRNPK and RNA Pol II co-bound genes that gain RNA Pol II peaks upon HNRNPK knockdown. **c** Gene ontology analysis of the 373 genes bound by both HNRNPK and RNA Pol II that lose RNA Pol II peaks upon HNRNPK knockdown. **d**–**h** Gene tracks showing HNRNPK (purple) and RNA Pol II binding to CCND2, CYR61, EGFR, ITGB4, and PTHLH genomic regions. RNA Pol II binding is shown in CTLi (blue) and HNRNPKi (red) cells. The x-axis shows genomic position and *y*-axis denotes signal strength (RPM, reads per million). Bars over peaks indicate significantly bound peaks with cutoff *q*-value of 0.05. **i** ChIP was performed on CTLi (white bar) and HNRNPKi (black bar) cells using a RNA Pol II antibody. ChIP was also performed using IGG as a specificity control in CTLi (light gray bar) and HNRNPKi (dark gray bar) cells. RNA Pol II binding to each gene was calculated as a percentage of input. *n* = 2. **j** RT-QPCR for mRNA expression of genes that are co-bound by HNRNPK and RNA Pol II, as well as lose RNA Pol II binding upon HNRNPK depletion. QPCR results were normalized to *L32* levels. *n* = 3. **k** Western blot analysis of RNA Pol II protein levels upon HNRNPK knockdown. Mean values are shown with error bars = SD. *n* = 3. **p < 0.01, ****p < 0.0001 (2 way ANOVA followed by Tukey’s multiple comparison test for 6**i**, 6**j**). Overlap significance in Venn diagrams was determined using hypergeometric distribution *p*-values (**b**)

There were 668 genes co-bound by HNRNPK and RNA Pol II that did not significantly lose RNA Pol II binding upon HNRNPK knockdown. To analyze if HNRNPK was impacting RNA Pol II at these sites, the mean density profiles of RNA Pol II binding across the 668 genes were compared between control and HNRNPKi cells. Despite not being significant there was diminished RNA Pol II binding across these 668 genes upon HNRNPK knockdown (Supplementary Fig. 5b). This suggests that HNRNPK presence is required for RNA Pol II binding to HNRNPK bound genes.

It is also possible that the loss of RNA Pol II from the proliferation genes is due to the premature differentiation phenotype of HNRNPK knockdown cells rather than a direct requirement for HNRNPK presence in order for RNA Pol II to load onto the genes. To distinguish between these possibilities, HNRNPK and KLF4 double knockdown experiments were performed to prevent the premature differentiation phenotype of HNRNPK knockdown alone (Fig. 2h). In control cells, RNA Pol II bound to each of the proliferation genes whereas in HNRNPK knockdown cells the binding diminished (Supplementary Fig. 5c). In HNRNPK and KLF4 double knockdown cells, the RNA Pol II binding was similar to HNRNPK knockdown cells and significantly reduced compared to controls (Supplementary Fig. 5c). This suggests that loss of RNA Pol II binding to proliferation genes is not just due to the differentiation status of the cells but rather a requirement for HNRNPK binding.

While HNRNPK is required for RNA Pol II loading onto proliferation genes, it is not clear if active transcription of the proliferation genes is necessary for HNRNPK binding to the genes. To test this, keratinocytes were treated +/− with Actinomycin D to block transcription. As a validation that the Actinomycin D blocked transcription, RNA Pol II CTD phospho Serine 2 (Ser2) ChIP was also performed. RNA Pol II CTD phospho Ser2 recognizes the elongating form of RNA polymerase. Primers were built at the TSS and past the 3’end of each gene. In all 3 proliferation genes tested, Actinomycin D treatment resulted in a dramatic decrease in RNA Pol II phospho Ser2 signal from the 3’ end of the gene and a buildup of signal at the TSS (Fig. 7a–c). This is in line with prior reports on how Actinomycin D inhibits transcription by causing the accumulation of CTD phosphorylated RNA Pol II at the TSS^43,44^. Importantly, blockade of transcription with Actinomycin D had no impact on HNRNPK binding to both the TSS and the 3’ end of MYC, EGFR, or CYR61 (Fig. 7a–c). This suggests that active RNA transcription is not required for HNRNPK binding to these proliferation genes and thus HNRNPK association with the genome is not co-transcriptional. Furthermore, there is only an overlap of 184 genes bound by HNRNPK on both the RNA and DNA level with enriched GO terms such as regulation of transcription (Supplementary Fig. 5d, e). These data support a model where HNRNPK’s genomic and mRNA targets are for the most part different.

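Of 11082 genes tested in RIP-Seq that are annotated as protein-coding, 839 were bound by RIP-Seq and 1508 were nearest to an HNRNPK ChIP-Seq peak. Both held for 194 genes, where chance would give 114 (odds ratio 2.04, two-sided Fisher's exact test, p = 7.0e-15). This chance value counts genes of every RNA level, and lists matched on RNA level were not drawn for this overlap. These 194 genes are 23.1% of the bound genes, against 13.6% of all 11082 genes. With genes counted as bound from 2-fold over IgG, the alternative that moved the overlap most, 416 genes were shared and the odds ratio was 1.89. The paper proposes that HNRNPK has mostly different genomic and mRNA targets. It draws on the size of the overlap and on HNRNPK binding to *MYC*, *EGFR* and *CYR61* that actinomycin D left unchanged.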

**Fig. 7:**
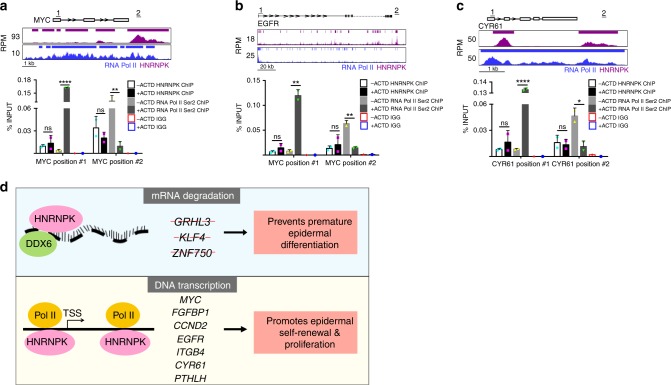
HNRNPK binding to proliferation genes is not dependent on active transcription and model of HNRNPK regulation of epidermal stem and progenitor cell self-renewal through mRNA transcription and degradation. **a**–**c** Keratinocytes were treated +/− actinomycin D (ACTD) to inhibit transcription. ChIP was performed using a HNRNPK or RNA Pol II CTD phospho Ser2 antibody in +/− actinomycin D (ACTD) treated cells. ChIP was also performed using IGG in +/− ACTD treated cells as a specificity control. Primers for each gene was designed at the 5’ end (genomic region #1) and past the 3’ end (genomic region #2) of each proliferation gene (*MYC*, *EGFR*, and *CYR61*). Binding to each gene was calculated as a percentage of input. Mean values are shown with error bars = SD, *p < 0.05, **p < 0.01, ****p < 0.0001, one-way ANOVA with Tukey’s multiple comparison test (**a**–**c**). *n* = 2. **d** Top panel: HNRNPK recruits DDX6 to degrade mRNAs that code for potent differentiation promoting transcription factors to prevent premature differentiation of epidermal cells. Bottom panel: HNRNPK recruits RNA polymerase II to self-renewal and proliferation genes to promote epidermal self-renewal

Since HNRNPK is localized throughout the gene body and past the 3’end of genes, it may be possible that it is also regulating other aspects of transcription such as elongation or termination. Transcription elongation is controlled through cyclin T and CDK9 which form P-TEFb to phosphorylate Serine 2 on RNA Pol II CTD to promote elongation. In leukemia cell lines, HNRNPK and CDK9 can associate^45^. However, in keratinocytes no association between cyclin T or CDK9 could be detected with HNRNPK (Supplementary Fig. 6a, b). HNRNPK associates with the transcription termination factor, XRN2 to play a role in termination of *EGR1* in HCT116 cancer cell lines^46^. In keratinocytes, HNRNPK did not associate with XRN2 (Supplementary Fig. 6c). If HNRNPK regulated transcription elongation then loss of its expression may lead to accumulation of mRNA at the 5’ end of regulated genes. Similarly, if HNRNPK regulates transcription termination, then knockdown of HNRNPK may lead to readthrough transcription due to failure to properly terminate transcription as has been reported for loss of gene function for XRN2^47^ and HNRNPK^46^ in other systems. To determine potential HNRNPK impacts on either transcription elongation or termination, RNA-Seq data for the proliferation genes were analyzed. Notably, none of the proliferation genes had accumulation of transcripts past the 3’ end of the genes or accumulation at the 5’ end of the genes (Supplementary Fig. 7). In addition, there were no accumulation of RNA Pol II at the 5’ or 3’ end of HNRNPK targeted proliferation genes upon HNRNPK knockdown (Fig. 6d–h).

## Discussion

HNRNPK has been extensively studied for its role in tumorigenesis where it can act both as a tumor suppressor or oncogene depending on context^23,48^. Understanding the mechanisms for how HNRNPK either promotes or inhibits tumors have been more difficult to address due to the sheer number of cellular processes that it controls. The clear impact of HNRNPK on tumor growth and differentiation suggests that HNRNPK under normal circumstances may be a potent regulator of tissue homeostasis. Progress into this area has been hampered by embryonic-lethal phenotypes in Hnrnpk knockout mouse models^26^. Hnrnpk^+/−^ mice showed diminished survival with high penetrance of cancer phenotypes such as myeloproliferation, lymphomas, and hepatocellular carcinomas suggesting that Hnrnpk is necessary for inhibiting proliferation and promoting differentiation in those cell types^26^.

Interestingly, we find an opposite role for HNRNPK in epidermal cells where it is necessary to maintain cell proliferation while inhibiting premature differentiation. To explore how HNRNPK maintains stem and progenitor cell status, we used RIP-Seq to define the transcripts that HNRNPK directly binds. Notably, HNRNPK bound to 3 of the most important genes known that code for differentiation inducing transcription factors such as GRHL3, KLF4, and ZNF750. We and others have previously published that these factors are absolutely required for promoting epidermal differentiation^4,5,7^. Knockdown of HNRNPK led to increased transcript stability and thus increased the mRNA levels of these genes. This suggests that HNRNPK normally functions in stem and progenitor cells to bind and degrade these transcripts to prevent premature differentiation. Supporting this, double knockdown of HNRNPK with KLF4 or GRHL3 can partially reverse the premature differentiation phenotype of just HNRNPKi alone suggesting that these transcription factors are the key factors downstream of HNRNPK that promotes differentiation.

The next question we addressed was how HNRNPK promotes the degradation of differentiation transcripts. Our prior work suggested that the RNA helicase DDX6 which is part of the mRNA degradation complex with enhancer of mRNA-decapping protein 3 (EDC3) binds and degrades mRNAs such as *KLF4* to prevent premature differentiation^14–16^. However it was unclear what was recruiting DDX6/EDC3 to these transcripts since these factors have no inherent RNA binding specificity. Here, we demonstrated that in the absence of HNRNPK, DDX6 could not bind to *KLF4*, *GRHL3*, or *ZNF750* mRNAs, whereas HNRNPK can still bind in the absence of DDX6. This suggests that HNRNPK is necessary for DDX6 to bind target mRNAs.

Besides its ability to regulate RNA, HNRNPK has also been described to bind DNA. It has been reported as both an activator and repressor of gene expression on the chromatin level. As a repressor, HNRNPK is necessary to recruit the PRC1 complex to Xist targeted regions to mediate chromosomal silencing^49^. As an activator, HNRNPK can bind promoter regions to facilitate transcription of genes such as c-myc^50^. In leukemic cell lines, HNRNPK is necessary to bring together lineage determining transcription factors with the transcriptional machinery to mediate 5-azacitidine sensitive chromatin structure^45^. HNRNPK has also been described to promote transcriptional termination through the XRN2 pathway^46^. Since HNRNPK binding to genomic DNA may potentially regulate genes involved in epidermal self-renewal, we focused on determining its genomic binding sites. HNRNPK binding tended to localize throughout the gene similar to RNA Pol II binding.

Surprisingly, half of the HNRNPK bound genes also had RNA Pol II binding which were specifically enriched in genes regulating keratinocyte proliferation and hemidesmosome formation. These co-bound genes were also enriched for TEAD2 and TCF7L2 (TCF4) transcription factor binding motifs. TEAD2 is part of the YAP1 signaling pathway absolutely essential for epidermal growth and TCF4 is necessary for epidermal stem cell self-renewal^13,41^. This suggests that HNRNPK/RNA Pol II may be acting downstream of these factors to promote the transcription of genes important for epidermal growth. In support of this, HNRNPK could associate with RNA Pol II through RNA in co-immunoprecipitation experiments. Knockdown of HNRNPK led to the depletion of RNA Pol II from 36% of the HNRNPK and RNA Pol II co-bound genes many of which coded for proliferation genes. The loss of RNA Pol II binding on proliferation genes upon HNRNPK knockdown is not just a consequence of the cells prematurely differentiating as blocking the differentiation phenotype by HNRNPK and KLF4 double knockdown did not restore RNA Pol II binding. This suggests that RNA Pol II loading onto HNRNPK bound genes is dependent on the presence of HNRNPK. These genes that require HNRNPK for proper RNA Pol II localization include growth signaling molecules (*FGFBP1*, *EGFR*, *PTHLH*, *CYR61*), proliferation cyclins (*CCND2*, *CCND1*), transcription factors promoting proliferation (*MYC*, *FOSL1*), and hemidesmosome assembly (*ITGB4*, *LAMB3*, *LAMC2*, *LAMA3*). In contrast, HNRNPK presence on proliferation genes was not dependent on active transcription of the proliferation genes since inhibition of transcription with Actinomycin D had no impacts on HNRNPK genomic localization.

Given the multitude of functions for HNRNPK, it is also possible that HNRNPK regulates other aspects of transcription such as through elongation or termination to control the expression of proliferation genes. HNRNPK has been reported to associate with CDK9 and XRN2 in cancer cells to potentially regulate transcription elongation and termination, respectively^45,46^. However, we did not find clear evidence for this mode of regulation in keratinocytes. HNRNPK did not associate with either cyclin T or CDK9. HNRNPK depletion also resulted in diminished RNA Pol II binding throughout the entire gene rather than RNA Pol II stalling/buildup at the 5’ end which would be indicative of alterations in transcription elongation. Similarly, HNRNPK did not associate with XRN2 and there were no detectable alterations in transcription termination.

HNRNPK may also be loading RNA Pol II onto genes through binding enhancers. Twenty-one percent of HNRNPK binding sites are found in intergenic regions and its sites are enriched for YAP1 signaling pathway components which are known to bind enhancers^51^. This may be an area of future investigation.

HNRNPK’s mechanism of function has been difficult to decipher due to its role in numerous cellular processes. To our knowledge, we are the first to comprehensively determine its targets in a high-throughput manner on the RNA and DNA levels, as well as characterize its impacts on adult tissue self-renewal. Furthermore, we have described 2 separate mechanisms by which HNRNPK mediates epidermal self-renewal and prevention of premature differentiation through both mRNA degradation and transcriptional activation (Fig. 7d). It is also interesting to note that our results suggest a previously unknown mode of regulation where HNRNPK is necessary for RNA Pol II to drive the expression of potent regulators of growth and self-renewal.

In summary, our findings describe a novel mechanism for HNRNPK regulated tissue self-renewal through both transcriptional and post-transcriptional mechanisms.

## Methods

### Cell culture

Primary human epidermal keratinocytes were derived from neonatal foreskin and cultured in EpiLife medium (ThermoFisher: MEPI500CA) mixed with human keratinocyte growth supplement (HKGS, ThermoFisher: S0015) and pen/strep^11,14,33^. Phoenix cells (ATCC CRL-3214) were cultured in DMEM with 10% fetal calf serum.

### Knockdown of genes

To knockdown HNRNPK stably, retroviruses expressing HNRNPK shRNAs were used. The retroviral constructs (3 µg) were transfected using Lipofectamine 2000 (Life Technologies: 11668027) into amphotropic phoenix cells. Viral supernatants were collected 48 h post-transfection and used to infect primary human keratinocytes^33^. Cells were incubated in the viral supernatants and centrifuged at 1000 rpm for 1 h with hexadimethrine bromide (Sigma-Aldrich: H9268). Cells were transduced on two consecutive days. Cells were selected in puromycin 24 h after the last transduction to select for cells stably expressing the shRNAs (the retroviral vector encodes a puromycin resistance gene). shRNA retroviral constructs were generated by cloning oligos into the pSuper retroviral vector^14,52^. The shRNA sequence targeting HNRNPK is GGTTTCAGTGCTGATGAAA. The scrambled control shRNA sequence is GATACTGACTACCAAGGAT and cloned into the pSuper retroviral vector. siRNAs targeting HNRNPK, GRHL3, KLF4, CDKN1A and control siRNAs were purchased from Dharmacon. The following siRNA sequences were used to target the following genes: HNRNPK: GTCGGGAGCTTCGATCAAA; GRHL3: CATCAAGTCAGGCGAGTCA, CCACAGGAGTCGATGCTCT, CCAACAAAGTCAAGAGTGT, and TTGAGGAGGTGGCCTATAA; KLF4: TGACCAGGCACTACCGTAA; CDKN1A: GATGGAACTTCGACTTTGT, GCGATGGAACTTCGACTTT, CGATGGAACTTCGACTTTG, and CGACTGTGATGCGCTAATG.

### Organotypic cultures and in vivo competition assays

For the organotypic skin cultures, one million control or HNRNPK knockdown cells were seeded onto devitalized human dermis to regenerate human epidermis^11,31,33^. Human dermis was purchased from the New York Firefighters Skin Bank. Dermis seeded cells were raised to the air liquid interface to promote differentiation and stratification. Tissue was harvested 3 days after initial seeding. For the in-vivo epidermal progenitor cell competition assay, primary human keratinocytes were first transduced with a retrovirus encoding GFP or dsRED. The GFP or dsRED cells were than infected with retroviruses encoding control (CTLi) or HNRNPK (HNRNPKi) shRNAs^14,33,34^. GFP-CTLi cells were mixed at a 1:1 ratio with dsRED-HNRNPKi cells. dsRED-CTLi cells were also mixed with GFP-HNRNPKi cells at equal ratios to ensure results were not due to the influence of fluorescence proteins. A total of one million cells were seeded on the devitalized human dermis to regenerate human epidermis. The regenerated human epidermis was then grafted on immune compromised mice (NOD SCID Gamma/NSG) purchased from Jackson Labs. Three and eighteen days post-grafting, the human skin grafts were harvested from the mice. The human skin grafts were fixed in 4% paraformaldehyde for 1 h and embedded into OCT compound for sectioning. The contribution of GFP and dsRED expressing cells to the epidermis was quantified as a percentage of GFP or dsRED positive cells divided by the combined number of GFP and dsRED cells in the epidermis. Analysis was performed using ImageJ. Ten independent sections each from three skin grafts per group per timepoint were imaged and quantified. All animal work was conducted in accordance with UCSD’s IACUC guidelines.

### Measurement of mRNA stability and half-life

Control and HNRNPK knockdown cells were treated with actinomycin D (10 µg/mL) for 0, 0.5, 1, 2, 4, and 6 h to determine the half-lives of *CDKN1A*, *GRHL3*, *KLF4*, and *ZNF750* mRNAs. RNA was isolated from the samples and RT-QPCR was used to determine the levels of respective mRNAs. Half-lives was calculated using the formula T_1/2_ = 0.3t/log(D1/D2)^14,33,53^.

### Apoptosis assay

Control and HNRNPK knockdown cells were stained with Annexin V conjugated to Alexa Fluor 488 (Life Technologies: A13201) and analyzed using the Guava flow cytometer (Millipore) according to manufacturers instructions^14^.

### RNA isolation and RT-QPCR

Total RNA from cells or tissue was extracted using the GeneJET RNA purification kit (Thermo Scientific: K0732) and quantified using a Nanodrop. One µg of total RNA was reversed transcribed using the Maxima cDNA synthesis kit (Thermo Fisher: K1642). Quantitative PCR was performed using the Roche 480 Light Cycler. *L32* was used as internal control for normalization. Primer sequences for *GAPDH*, *LCE3D*, *LOR*, *KLF4*, *ZNF750*, and *GRHL3* were previously published^10,14,32–34^ and are as follows: GAPDH forward: CTGAGAACGGGAAGCTTGT, GAPDH reverse: GGGTGCTAAGCAGTTGGT; LCE3D forward: GCTGCTTCCTGAACCAC, LCE3D reverse: GGGAACTCATGCATCAAG; LOR forward: CCGGTGGGAGCGTCAAGT, LOR reverse: AGGAGCCGCCGCTAGAGAC; KLF4 forward: GCCTCCTCTTCGTCGTC, KLF4 reverse: GGCTCACGTCGTTGATGT, ZNF750 forward: AGCTCGCCTGAGTGTGAC, ZNF750 reverse: TGCAGACTCTGGCCTGTA; GRHL3 forward: GCCAGTTCTACCCCGTCA, GRHL3 reverse: GTCAATGACCCGCTGCTT. Sequences for *L32*, *FLG*, *TGM1*, *K1*, *K10*, *CDKN1A*, *HMG20B*, *CCNA2*, *CDK4*, *MKI67*, *MYC*, *FGFBP1*, *HNRNPK*, *PTHLH*, *CCND2*, *ITGB4*, *CYR61*, and *EGFR* are as follows: L32 forward: AGGCATTGACAACAGGGTTC, L32 reverse: GTTGCACATCAGCAGCACTT; FLG forward: GGCAAATCCTGAAGAATCCA, FLG reverse: TGCTTTCTGTGCTTGTGTCC; TGM1 forward: TCAGACGCTGGGGAGTTC, TGM1 reverse: GGTCCGCTCACCAATCTG; K1 forward: TACCTCCACTAGAACCCAT, K1 reverse: GCTGCAAGTTGTCAAGTT; K10 forward: CGCCTGGCTTCCTACTTGG, K10 reverse: CTGGCGCAGAGCTACCTCA; CDKN1A forward: CCTTCCCATCGCTGTCAC, CDKN1A reverse:TCACCCTGCCCAACCTTA; HMG20B forward: ACGCGCTACACTGGCTCT, HMG20B reverse: CCACCCATCTGGGGTACA; CCNA2 forward: AGACGAGACGGGTTGCAC, CCNA2 reverse: AAAGCCAGGGCATCTTCA; CDK4 forward: GCTGCCTCCAGAGGATGA, CDK4 reverse: GCTGCAGAGCTCGAAAGG; MKI67 forward: TGGCCAAGAACGCCTAAG, MKI67 reverse: GGCCATTGCTTTGTGCTT; MYC forward: CGGACACCGAGGAGAATG, MYC reverse: GCTTGGACGGACAGGATG; FGFBP1 forward: TCTGGGCAACACCCAGAT, FGFBP1 reverse: GGCATGAGGTTGGATTGC; HNRNPK forward: AAGAATGCTGGGGCAGTG, HNRNPK reverse: CAGGCCCTCTTCCAAGGT; PTHLH forward: GATGCAGCGGAGACTGGT, PTHLH reverse: GGAAGAATCGTCGCCGTA; CCND2 forward: GCTCCAGCAGGATGAGGA, CCND2 reverse: CCGACTTGGATCCGTCAC; ITGB4 forward: AGGCCCAAGCTGTGACTG, ITGB4 reverse: AGCGTAGGTCCTCGCAGA; CYR61 forward: GGTTTCCAGGGCACACCT, CYR61 reverse: AGTGTCCATCCGCACCAG; EGFR forward: GGGCCGACAGCTATGAGA, EGFR reverse: GGCAGGATGTGGAGATCG.

### Western blotting

Twenty microgram of the cell lysates were used for immunoblotting and resolved on 10% SDS-PAGE and transferred to PVDF membranes. Primary antibodies used include beta-actin (Santa Cruz: sc-47778) at 1:5000, HNRNPK (Bethyl Laboratories: A300–674A) at 1:3000, DDX6 (Novus Biologicals: NB200–192) at 1:2000, RNA Pol (Active motif: 39097) at 1:4000, Cyclin T1 (Bethyl Laboratories: A303–499A) at 1:1000, XRN2 (Cell Signaling: 13760) at 1:1000 and CDK9 (Bethyl Laboratories: A303–493A) at 1:1000. Secondary antibodies including donkey anti-rabbit IgG HRP (Sigma: NA934V) and goat anti-mouse IgG-HRP (Santa Cruz: sc-2005) were used at 1:2000. All original blots can be found in the accompanying Source Data.

### Histology and immunofluorescence

Cultured cells or tissue were fixed in 4% paraformaldehyde for 11 min followed by blocking in PBS with 2.5% normal goat serum, 0.3% triton X-100, and 2% bovine serum albumin for 30 min Primary antibodies used were Keratin 1 (Biolegend: PRB-149P) at 1:1000, Filaggrin (Abcam: ab3137) at 1:200, MKi67 (Abcam: ab16667) at 1:300, Keratin 10 (Abcam: ab9025) at 1:500, HNRNPK (Bethyl Laboratories: A300–674A) at 1:1000 for 1 h. The secondary antibodies used were Alexa 555 conjugated goat anti-mouse IgG (ThermoFisher: A11029) or Alexa 488 conjugated donkey anti-rabbit IgG (ThermoFisher: A21206) both at 1:500. Nuclear dye, Hoechst 33342 was used at 1:1000 (ThermoFisher: H3570).

### RNA-seq and bioinformatics analysis

Control or cells knocked down for HNRNPK were harvested 6 days after the last infection. Two technical duplicates were obtained for both CTLi and HNRNPKi and total RNA was isolated using the GeneJET RNA purification kit (Thermo Scientific: K0732) and quantified by Nanodrop. RNA-seq was performed using the Illumina Hi Seq 4000 machine at the Institute of Genomic Medicine core facility at UCSD. RNA-seq libraries were prepared with TruSeq RNA Library Prep Kit (Illumina: RS-122–2001) then multiplexed and ~40 million reads per sample were obtained. Reads were aligned to the GENCODE v19 transcriptome hg19 using TopHat2 with default settings^54^. Differential expression among samples was calculated using ANOVA from the Partek Genomic Suite (Partek Incorporated). Analysis of the read count distribution indicated that a threshold of ten reads per gene generally separated expressed from unexpressed genes, so all genes with fewer than ten reads were excluded from ANOVA analysis. Gene lists for significantly upregulated or downregulated genes were created using *p* < 0.05 and 2-fold change. Enriched GO terms for RNA-seq differentially expressed gene sets were identified using Enrichr^55,56^. Heatmaps for the RNA-seq data were generated using Partek’s Genomic Suite (http://www.partek.com/partek-genomics-suite/).

### RNA immunoprecipitation/high-throughput sequencing (RIP-Seq)

Three million control, HNRNPK, or DDX6 knockdown cells and 3 µg of each antibody were used for each pulldown experiment. The following antibodies were used for RNA-IP: HNRNPK (Bethyl Laboratories: A300–674A), DDX6 (Novus Biologicals: NB200–192) and rabbit IgG control (Millipore: 12–370). RNA-IP was performed using the Magna RIP RNA IP kit (17–700) from Millipore according to manufacturer’s protocol. The same volume of immunoprecipitated RNA was converted into cDNA using the Maxima cDNA synthesis kit (Thermo Fisher: K1642). RT-QPCR was used to determine the amount of RNA bound and presented as a percentage of input. For RIP-Seq, 3 million proliferating primary human keratinocytes were IP’d using 3ug of the HNRNPK antibody or 3 µg of IgG using the Magna RIP RNA IP kit. The eluted immunoprecipitated RNA from the HNRNPK antibody pulldown or with IgG was subject to sequencing (HiSeq400) with methods and analysis as described in the RNA-Seq and Bioinformatics Analysis section with the following modifications. RNA associated with HNRNPK was determined by comparing the HNRNPK pulldown samples to the IgG pulldown samples. Differential expression among samples was calculated using ANOVA from the Partek Genomic Suite (Partek Incorporated). Transcripts significantly enriched in the HNRNPK pulldowns were defined as ≥4 fold change over IgG and *p* < 0.05 (ANOVA). Heatmaps for the RIP-seq data were generated using Partek’s Genomic Suite (http://www.partek.com/partek-genomics-suite/).

### ChIP-qPCR and ChIP-Seq

Ten million cells and 5 µg of antibody were used for each antibody pulldown experiment for ChIP^32,34^. ChIP was performed using the following antibodies: HNRNPK (Bethyl Laboratories: A300-674A), RNA Pol II (Active motif: 39097), RNA Pol II CTD Phospho S2 (Active Motif: 91115), Rabbit IgG (Millipore: 12–370) and mouse IgG (Abcam: ab18413). Cells for the RNA Pol II ChIP-QPCR or ChIP-Seq were fixed at a final concentration of 1% formaldehyde (ThermoFisher 28908). Cells for the HNRNPK ChIP-QPCR or ChIP-Seq were fixed in both formaldehyde (1% final concentration) and disuccinimidyl glutarate (DSG, Thermo Fisher 20593, 2 mM final concentration). QPCR results are represented as a percentage of input DNA. QPCR primers for ChIP are as follows: CCNA2 FOR: AGTTGCCCAACATCACTGCT, CCNA2 REV: CGGCGGCTACGACTATTCT; FGFBP1 FOR: TCCCAGACACCTGACCTCTC, FGFBP1 REV: TGGAGCTGGATTTTGGAAAG; HMG20B FOR: CCCTGAGTCACCCCCTACC, HMG20B REV: GGGCCATGTAGAAGTCCAGA; MYC FOR: CAAAAATGAGGGGCTGTGTT, MYC REV: GGCAAGGATTTGCTTTTCAG; PTHLH FOR: ACCTGCAACAGAAGGGAATG, PTHLH REV: ACTTGGGAGATGCCCTTGAT; ITGB4 FOR: CCTTCTGTGCCTGGTCTCTC, ITGB4 REV: CCCACACTGTGACTGCCATA; CCND2 FOR: CCGAAAACCCCCTATTTAGC, CCND2 REV: CCCTCTCCCTCCTGCTTTC; EGFR FOR: AGGGAAGCTGAGGAAGGAAC, EGFR REV: CCGGCTTCAGTTTGAGACCT; CYR61 FOR: ACCAGCTTGTTGGCGTCTT, CYR61 REV: GGTCAAGTGGAGAAGGGTGA; MYC position 1 FOR: GGAGATCCGGAGCGAATAG, MYC position 1 REV: GCTGCTATGGGCAAAGTTTC; MYC position 2 FOR: GTCCCAAGCACTCCTAAGCA, MYC position 2 REV: CAGTGAATCTTGGGCATGTG; CYR61 position 1 FOR: ACCAGCTTGTTGGCGTCTT, CYR61 position 1 REV: GGTCAAGTGGAGAAGGGTGA; CYR61 position 2 FOR: AAGGTGTGAGGCTTTTGTGG, CYR61 position 2 REV: TTGTTGGACTCCAGTGTTGG; EGFR position 1 FOR: AGGGAAGCTGAGGAAGGAAC, EGFR position 1 REV: CCGGCTTCAGTTTGAGACCT; EGFR position 2 FOR: GGGAAAGGGTGTAGCCCATA, EGFR position 2 REV: TTCCTGTTGGGTTTTCAGGT.

For ChIP-Seq, the ChIP DNA library was prepared using the TruSeq DNA sample prep kit (Illumina). Sequencing was done on HiSeq 4000 System (Illumina) using single 1 × 75 reads at the Institute for Genomic Medicine Core, UCSD. HNRNPK ChIP-seq was performed in triplicates. The RNA Pol II ChIP-Seq was performed in CTLi and HNRNPKi cells in duplicates. The ChIP-seq reads were processed by the Kundaje ChIP-seq pipeline (https://github.com/kundajelab/chipseq_pipeline) on our local workstation. The reads were first trimmed based on quality score before alignment to reference hg19; Upon alignment and deduplication, the peak-calling was then carried out by MACS2^38,39^ with a cutoff q-value of 0.05. The heatmaps for the ChIP-Seq data were generated using seqMINER^57^. Gene tracks were visualized using UCSC genome browser along with annotation tracks. Differential peaks between samples were obtained by diffReps 1.55.4^42^ using negative binomial test with a scanning window size of 1000 bp, step size of 100 bp, and a cutoff *p*-value of 0.0001.

### Co-immunoprecipitation experiments

Cells were lysed in a non-denaturing IP buffer (25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40 and 5% glycerol). Three microgram of HNRNPK antibody (Bethyl Laboratories: A300–674A), DDX6 (Novus Biologicals: NB200–192), RNA Pol II (Active motif: 39097), CDK9 (Bethyl Laboratories: A303–493A) or rabbit IgG were complexed with 50 µl of Protein G Dynabeads (Life Technologies: 10004D) at room temperature for 30 min The antibody conjugated Dynabeads were then incubated with cell lysates on a rotator at 4 °C overnight. The next day, the supernatant was removed and the immunoprecipitated complex was washed with 500 µl of IP wash buffer for a total of 6 times at room temperature. Then 30 µl of RIPA buffer (25 mM Tris-HCl (pH 7.6), 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) and 15 µl NuPAGE® LDS Sample Buffer (Life Technologies: NP0008) were used to elute at 70 °C. Immunoprecipitates were loaded onto SDS-PAGE gels for Western blot. For samples with RNase treatment, after the last wash of IP wash buffer, the immunoprecipitated complexes were then washed with PBS once and then equally dividing into two tubes in 1 mL of PBS. One tube was subjected to 100 µg/mL RNase A treatment for 1.5 h on ice. The immunoprecipitated complexes with or without RNase A treatment were washed three times with IP wash buffer before elution and blotted using Western blot^14^.

### Inhibition of transcription with actinomycin D

Proliferating primary human keratinocytes were treated +/− with Actinomycin D at 1ug/ml final concentration for 3 h before harvesting. Cells were harvested for ChIP as described in the “ChIP-qPCR and ChIP-Seq” section.

### Statistical analysis

Graph data are presented as mean ± SD. Statistical analyses were performed using GraphPad Prism. Student’s *t* tests and One-way ANOVA were used to compare between two or more groups, and significant changes were defined as *p* < 0.05. The number of biological experiments performed is indicated by N in the figure legends.

### Scatter plot of ChIP-Seq data comparisons

Replicate ChIP-Seq bam files of HNRNPK and RNA Pol II were merged using Samtools. Bam files of H3K27ac, H3K4me3, H3K36me3, DNAse I, and H3K27me3 were downloaded from the ENCODE database. Total count for each sample was obtained by Samtools. The read counts over the HNRNPK peak regions were then obtained using bedtools. RPKM for each peak region was computed using the following formula:

$${\rm{RPKM}} = \frac{{{\rm{read}}\;{\rm{count}} \times 10^9}}{{{\rm{total}}\;{\rm{read}}\;{\rm{count}} \times {\rm{peak}}\;{\rm{length}}}}$$

A RPKM cutoff (0.0001 for counts over HNRNPK peaks) was then applied to remove the low count peak regions followed by log2 transformation. R package ggplot2 was used to plot the scatter plot.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Source Data

## Data Availability

The GEO accession number for RNA-Seq, RIP-Seq, and ChIP-Seq data reported in this paper is GSE122327.

# Supplementary material for: HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs
**Source:** Nat Commun. 2019 Sep 13;10:4198. doi: 10.1038/s41467-019-12238-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs**

*Li et al.*

## Supplementary Figures

### Supplementary Figure 1

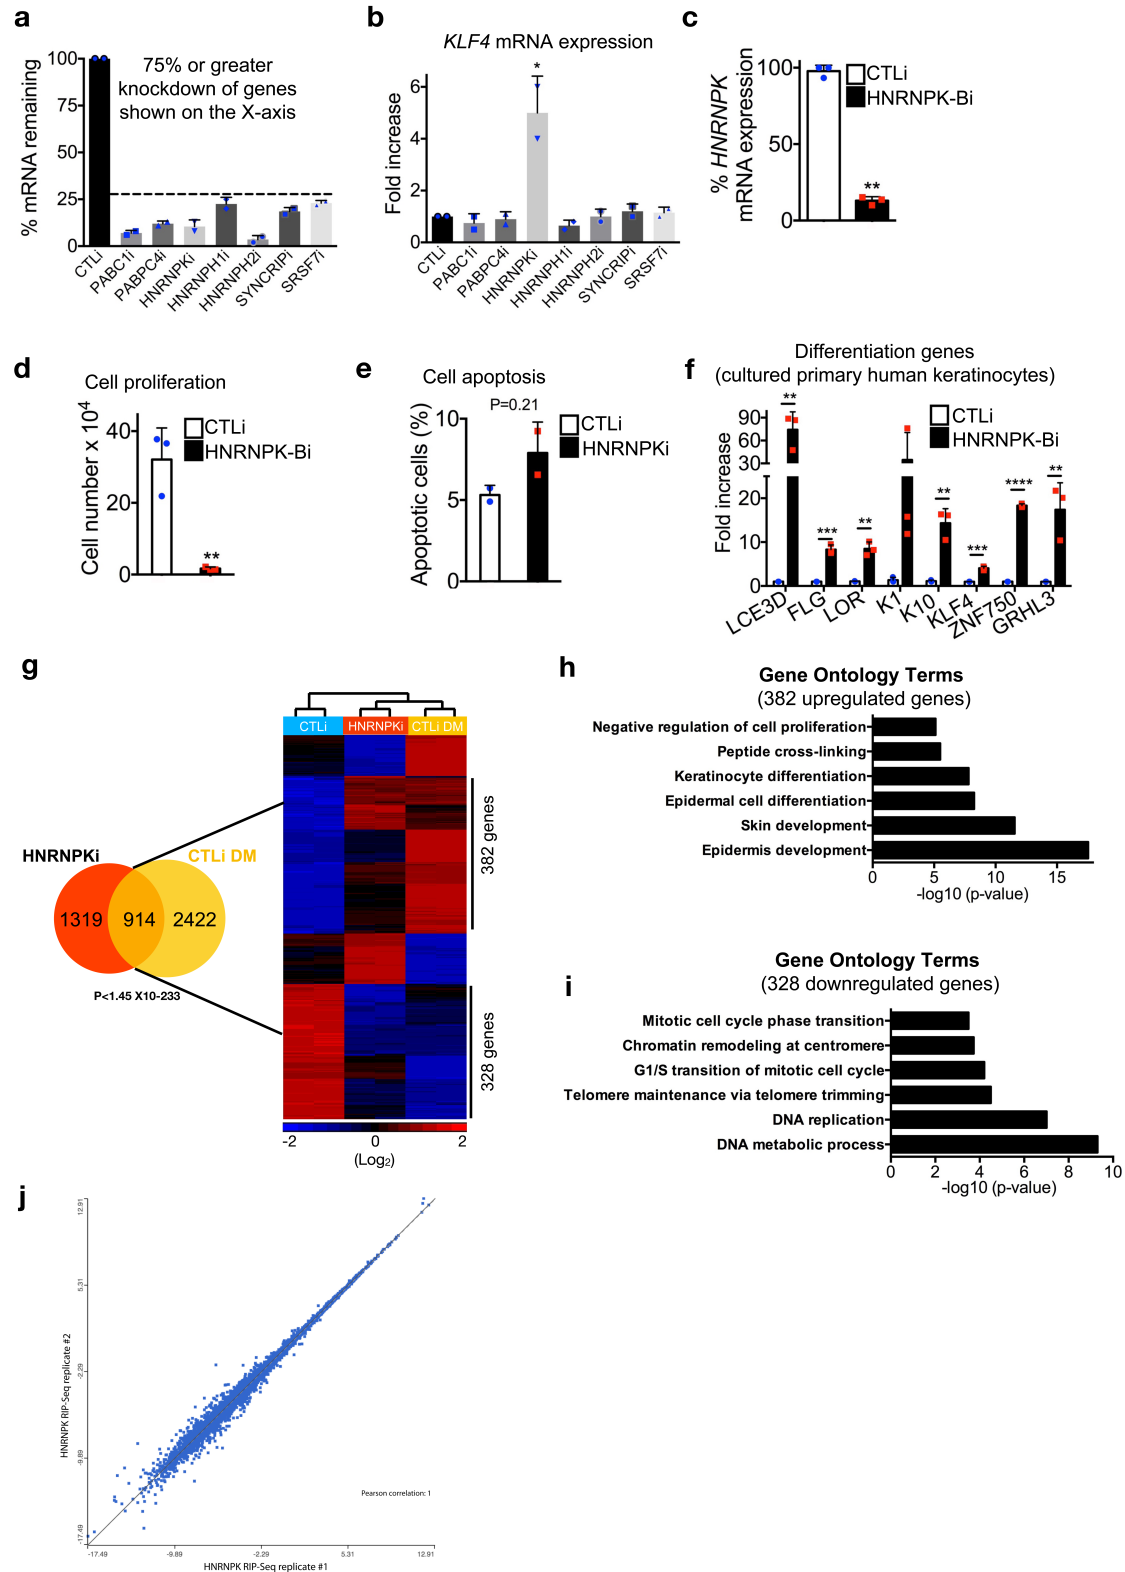

**Supplementary Figure 1. HNRNPK Promotes Epidermal Self-renewal and Prevents Premature Differentiation. Supports Figures 1 and 2.**

(a) A panel of RNA-binding proteins that we previously found to associate with DDX6 were knocked down in epidermal progenitor cells using siRNAs. Cells were cultured for 4 days and knockdown levels were assessed using RT-QPCR. Knockdown for each gene is shown on the X-axis. QPCR results were normalized to *L32* levels. N=2 (b) *KLF4* expression was measured by RT-QPCR in the knockdown cells. QPCR results were normalized to *L32* levels. N=2 (c) Use of another siRNA targeting a different sequence in HNRNPK (HNRNPK-Bi) to validate results. Knockdown levels of HNRNPK expression were determined by QPCR. (d) Cell proliferation counts were performed by seeding the same number of cells between CTLi and HNRNPK-Bi cells and counted 4 days after plating. (e) Percentage of apoptotic cells was determined by Annexin V staining in CTLi and HNRNPKi cells and quantitated using flow cytometry. N=2 (f) Differentiation marker expression in CTLi and HNRNPK-Bi cells were analyzed by RT-QPCR one week after plating. (g) Overlap (left panel) of the differentiation gene signature (CTL DM: 3,336 genes) with the genes that change upon knockdown of HNRNPK in cells cultured in growth medium (HNRNPKi: 2,233 genes). The differentiation gene signature (CTL DM) is the differentially expressed genes when epidermal cells are induced to differentiate in high calcium for 3 days. Heat map (right panel) of the 914 genes that overlap. Differentiated control cells (CTL DM) were compared to control (CTLi) and HNRNPK knockdown (HNRNPKi) cells cultured in growth conditions. Heat map is shown in red (induced genes) and blue (repressed genes) on a log 2-based scale. RNA-seq experiments were performed in biological duplicates. (h) Gene ontology terms of the 382 upregulated genes in both HNRNPKi and CTL DM samples. (i) Gene ontology terms of the 328 repressed genes in both HNRNPKi and CTL DM samples. (j) Pearson correlation of the replicate HNRNPK RIP-Seq data. N=3 independent experiments performed for all experiments unless otherwise indicated. All error bars=SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  (T-test). Overlap significance in Venn diagrams was determined using hypergeometric distribution p-values.

## Supplementary Figure 2

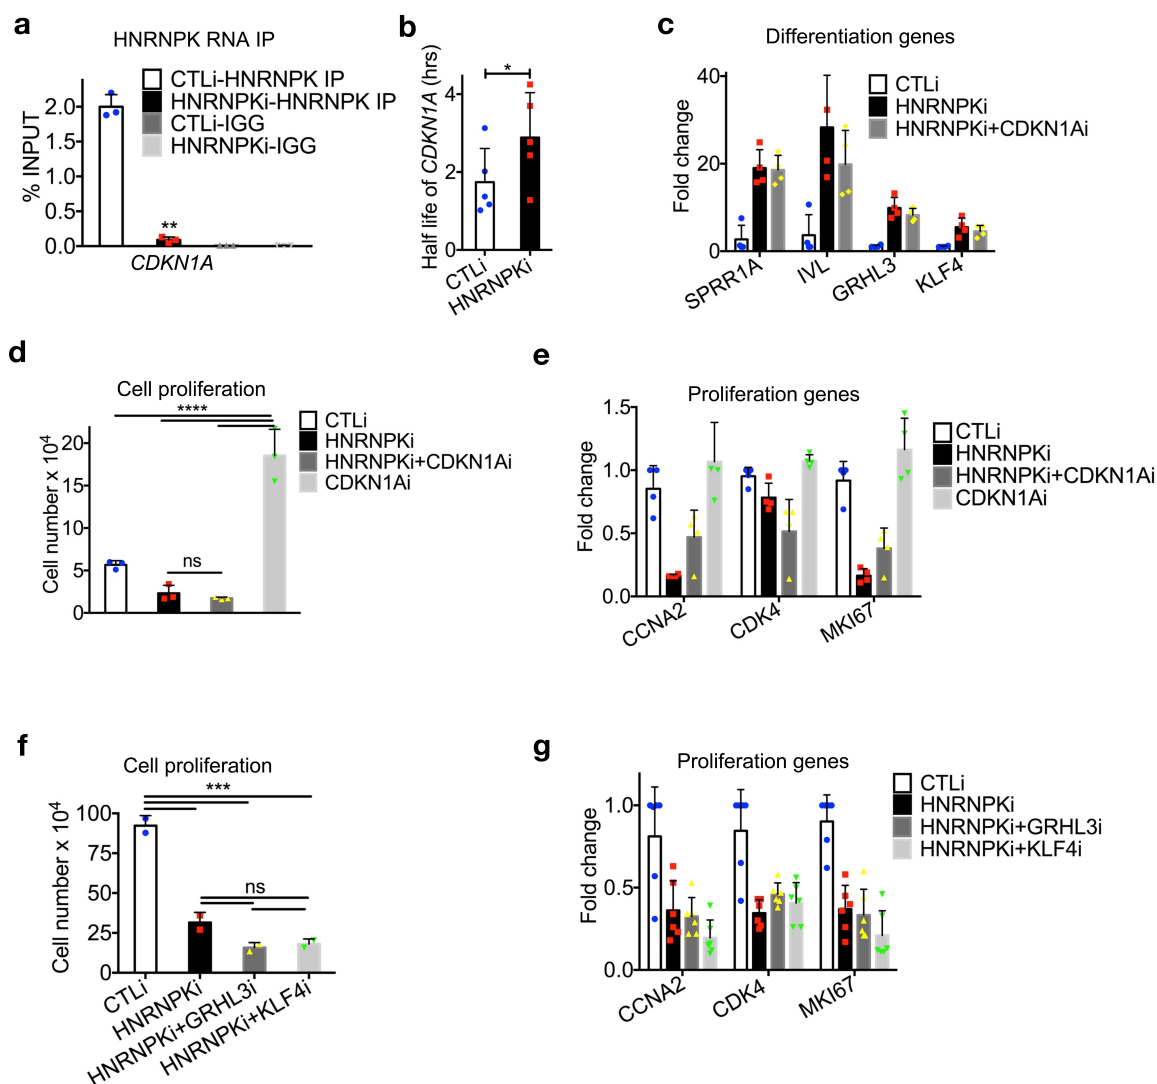

### Supplementary Figure 2. The Impacts of HNRNPK Binding to *CDKN1A*, *GRHL3*, and *KLF4* Transcripts on Epidermal Growth and Differentiation. Supports Figure 2.

(a) RNA IP was performed in CTLi and HNRNPKi cells using an HNRNPK antibody. RT-QPCR was used to determine the levels of binding between HNRNPK and *CDKN1A* mRNA in CTLi and HNRNPKi cells. IGG IPs in CTLi and HNRNPKi cells were used as specificity controls. Binding was calculated as a percent of input. (b) Half life of *CDKN1A* was measured by treating CTLi and HNRNPKi cells with actinomycin D. RT-QPCR was used to measure the levels of *CDKN1A*. N=5 (c) Double knockdown of HNRNPK with *CDKN1A* was performed and differentiation markers were evaluated by RT-QPCR. Cells were harvested 4 days after knockdown. N=4 (d) CTLi and knockdown cells were plated at the same number and counted 4 days later for all groups. (e) Proliferation related genes were assessed in CTLi, HNRNPKi, *CDKN1Ai* and double knockdown cells using QPCR. N=4 (f) CTLi, HNRNPKi, HNRNPKi+*GRHL3i*, and HNRNPKi+*KLF4i* cells were plated at the same number and counted 4 days later. N=2 (g) Proliferation related genes were assessed in CTLi, HNRNPKi, HNRNPKi+*GRHL3i*, and HNRNPKi+*KLF4i* cells using QPCR (N=6). N=3 independent experiments performed for all experiments unless

otherwise indicated. All error bars=SD. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$  (One way ANOVA for 2d, 2f. T-test for 2a, 2b).

### Supplementary Figure 3

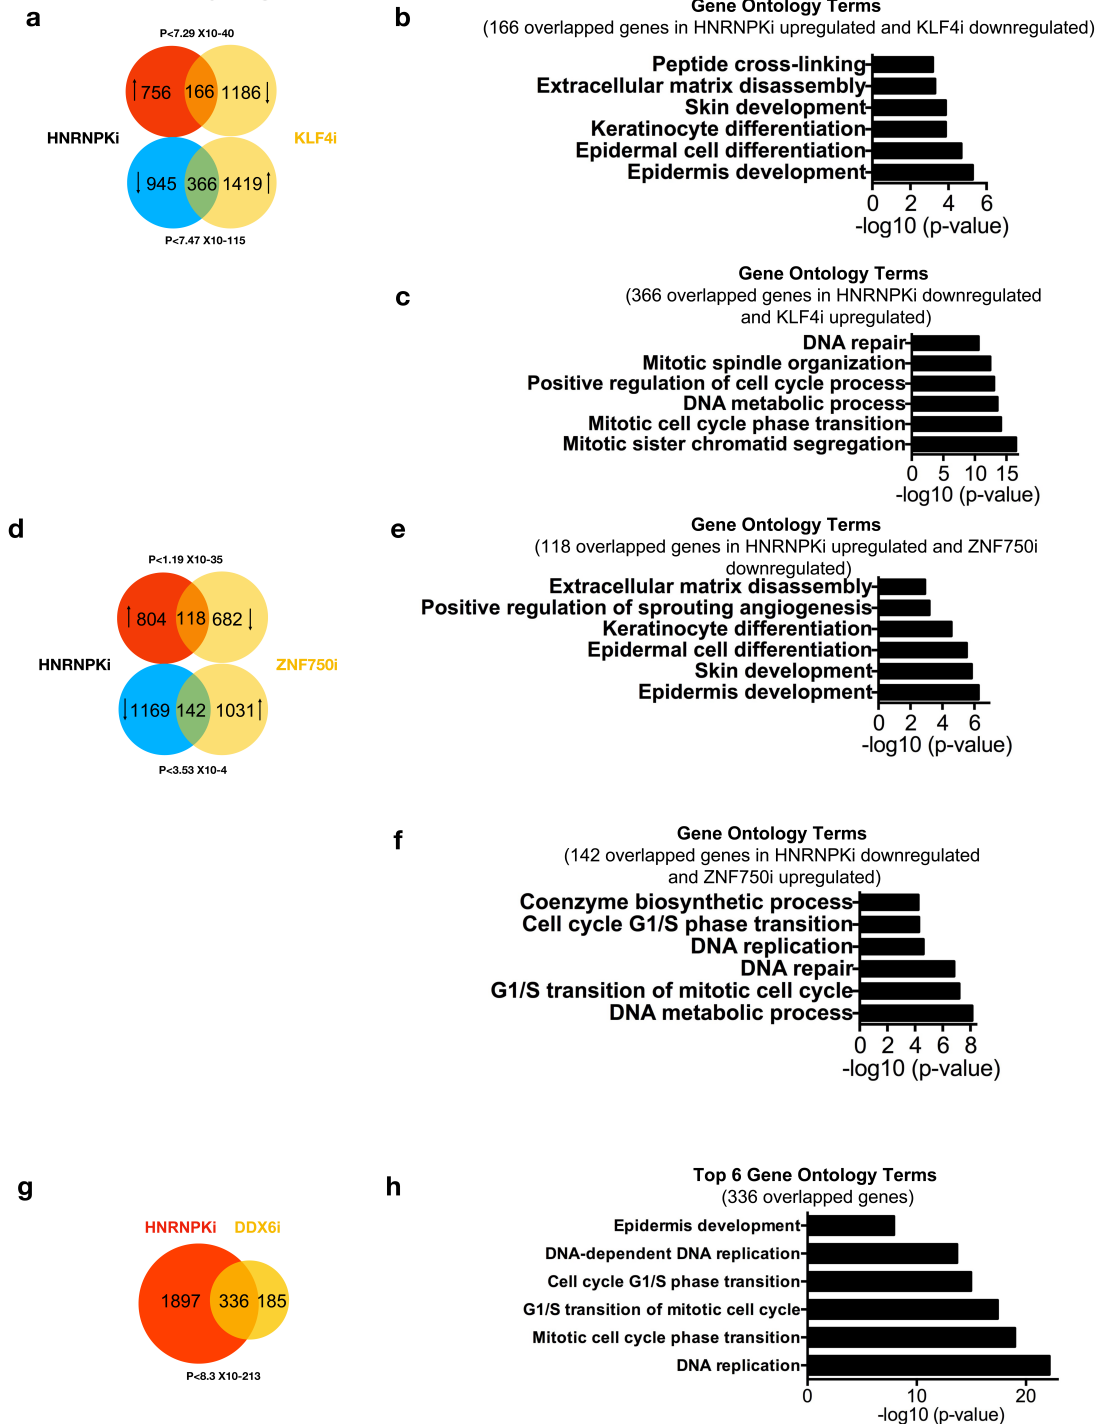

### Supplementary Figure 3. Shared Gene Expression Signatures Between HNRNPK and Known Regulators of Epidermal Growth and Differentiation. Related to Figures 1-2.

(a) Venn diagram of overlapped genes between HNRNPKi and our previously published KLF4i gene expression profile. KLF4 knockdowns were performed in differentiation conditions while HNRNPK knockdown were performed in self-renewing proliferation

conditions. **(b)** Gene ontology (GO) terms of the 166 upregulated genes in HNRNPKi cells and downregulated genes in KLF4i cells. **(c)** Gene ontology terms of the 366 downregulated genes in HNRNPKi cells and upregulated genes in KLF4i cells. **(d)** Venn diagram of overlapped genes between HNRNPKi and our previously published ZNF750i gene expression profile. ZNF750 knockdowns were performed in differentiation conditions. **(e)** GO terms of the 118 upregulated genes in HNRNPKi cells and repressed genes in ZNF750i cells. **(f)** GO terms of the 142 repressed genes in HNRNPKi cells and upregulated genes in ZNF750i cells. **(g)** Venn diagram of overlapped genes between HNRNPKi and our previously published DDX6i gene expression profile. DDX6 and HNRNPK knockdowns were performed in self-renewing proliferation conditions. **(h)** GO terms of the 336 overlapped genes between DDX6i and HNRNPKi cells. Overlap significance in Venn diagrams was determined using hypergeometric distribution p-values (3a, 3d, 3g).

## Supplementary Figure 4

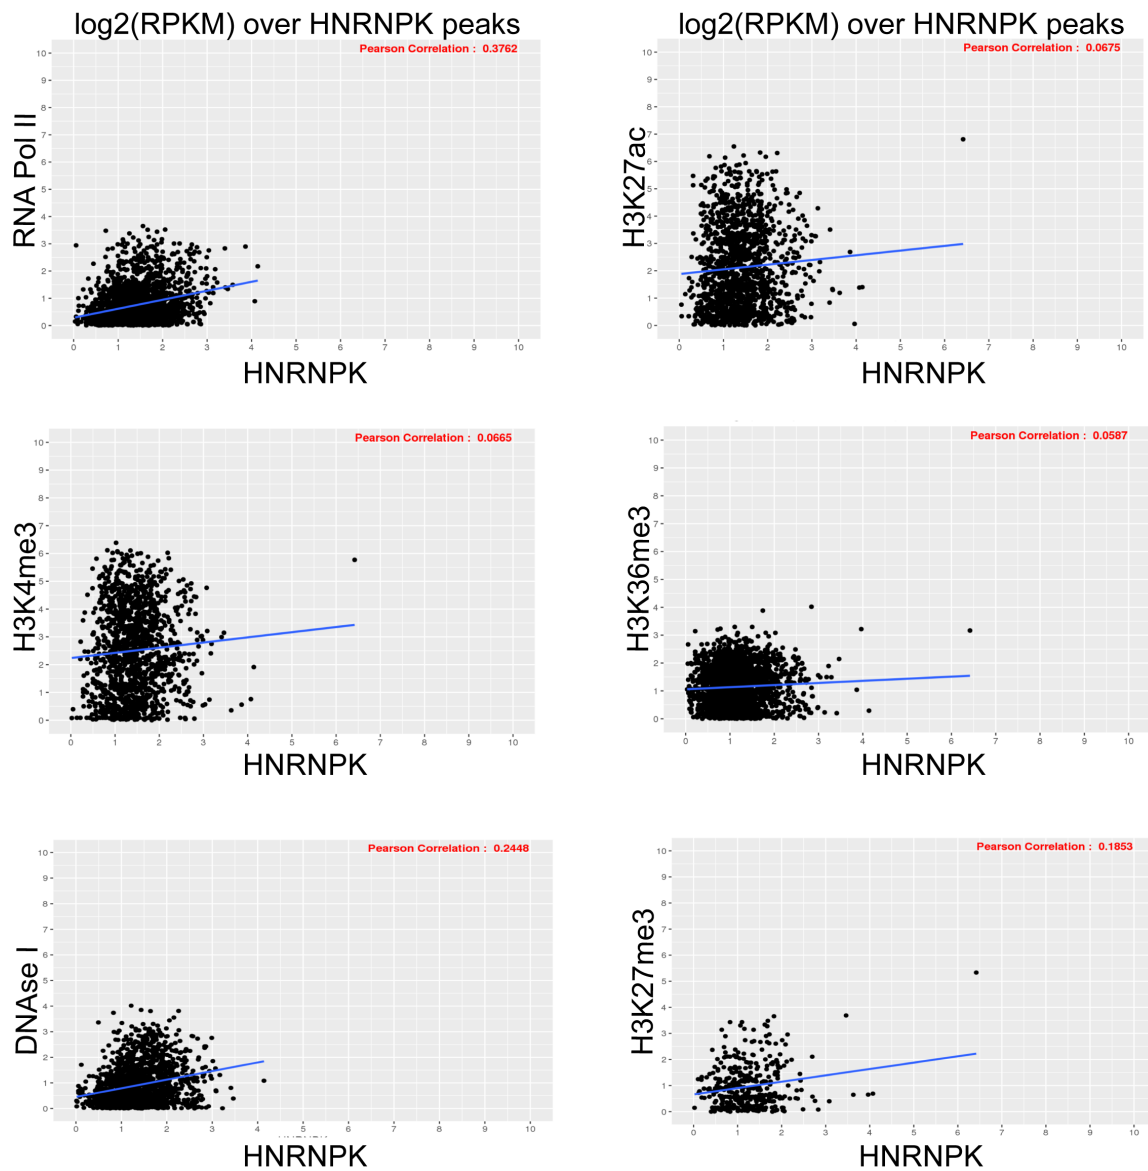

**Supplementary Figure 4. HNRNPK ChIP-Seq correlates with RNA POL II binding sites. Supports Figure 4.**

Comparison of log2 RPKM for HNRNPK and RNA Pol II, H3K27ac, H3K4me3, H3K36me3, DNase I, and H3K27me3 ChIP-Seq signals at HNRNPK peak regions. Pearson correlation coefficient was calculated and regression line was plotted.

## Supplementary Figure 5

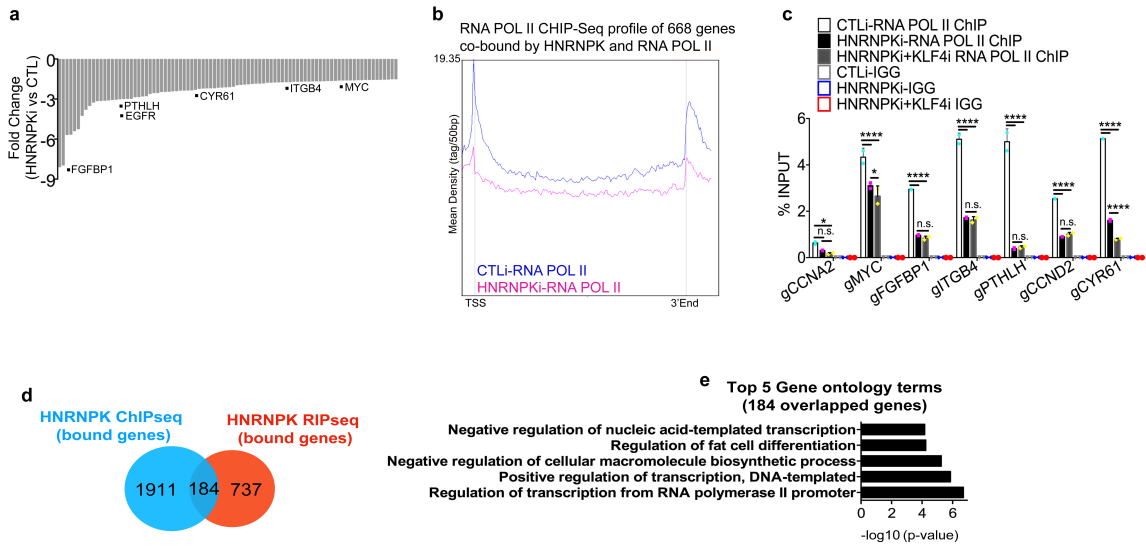

**Supplementary Figure 5. RNA POL II loading onto HNRNPK co-bound genes is not due to the differentiation status of the cells. Supports Figure 6. (a)** Genes co-bound by HNRNPK and RNA Pol II that lose RNA Pol II binding and are downregulated upon HNRNPK knockdown. **(b)** The distribution of RNA Pol II binding from the TSS to past the 3'end of genes of 668 genes co-bound by HNRNPK and RNA Pol II that don't significantly lose RNA Pol II binding HNRNPK knockdown. The purple track shows the RNA Pol II ChIP-Seq profiles across the 668 genes in control (CTL) cells. The pink track shows the RNA Pol II ChIP-Seq profiles across the 668 genes in HNRNPK knockdown cells. The y-axis denotes signal strength (mean density of the reads) and x-axis shows position from the TSS. **(c)** ChIP was performed on CTLi (white bar), HNRNPKi (black bar), and HNRNPKi+KLF4i (grey bar) cells using a RNA Pol II antibody. ChIP was also performed using IGG as a specificity control in CTLi (non filled light grey bar), HNRNPKi (non filled blue bar), and HNRNPKi+KLF4i (non filled red bar) cells. RNA Pol II binding to each gene was calculated as a percentage of input. N=2. Mean values are shown with error bars=SD. n.s.= not significant, \* $p < 0.05$ , \*\*\*\* $p < 0.0001$  (2 way ANOVA followed by Tukey's multiple comparison test). **(d)** Overlap of the 2,095 genes that HNRNPK binds on the DNA level (HNRNPK ChIP-Seq) with the 921 genes that HNRNPK binds on the mRNA level (HNRNPK RIP-Seq). **(e)** Gene ontology analysis of the 184 overlapped genes from (d).

## Supplementary Figure 6

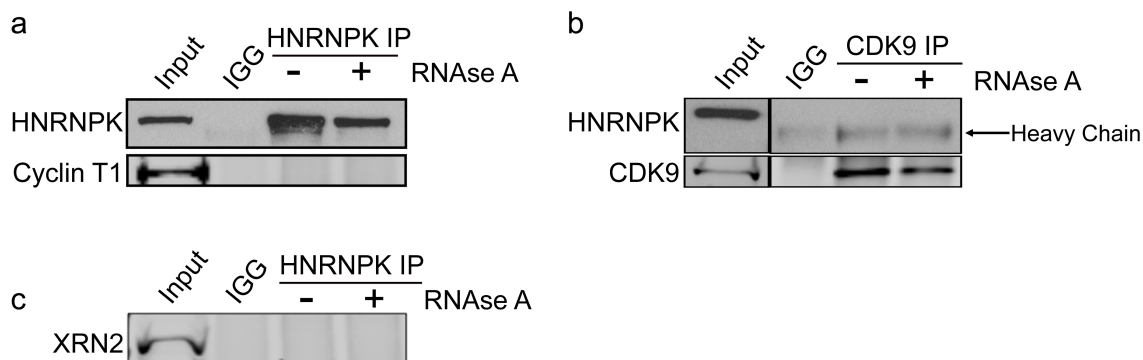

**Supplementary Figure 6. HNRNPK does not associate with mediators of transcription elongation (CDK9, Cyclin T1) or termination (XRN2). Supports Figures 5-6.**

Immunoprecipitations (IPs) were performed using either an HNRNPK, CDK9 antibody or IGG and Western blotted for HNRNPK, Cyclin T1, CDK9, or XRN2 protein expression. IPs were performed +/- RNase A. 5% of the cell lysate was used as input. Representative blots are shown, N=3.

### Supplementary Figure 7

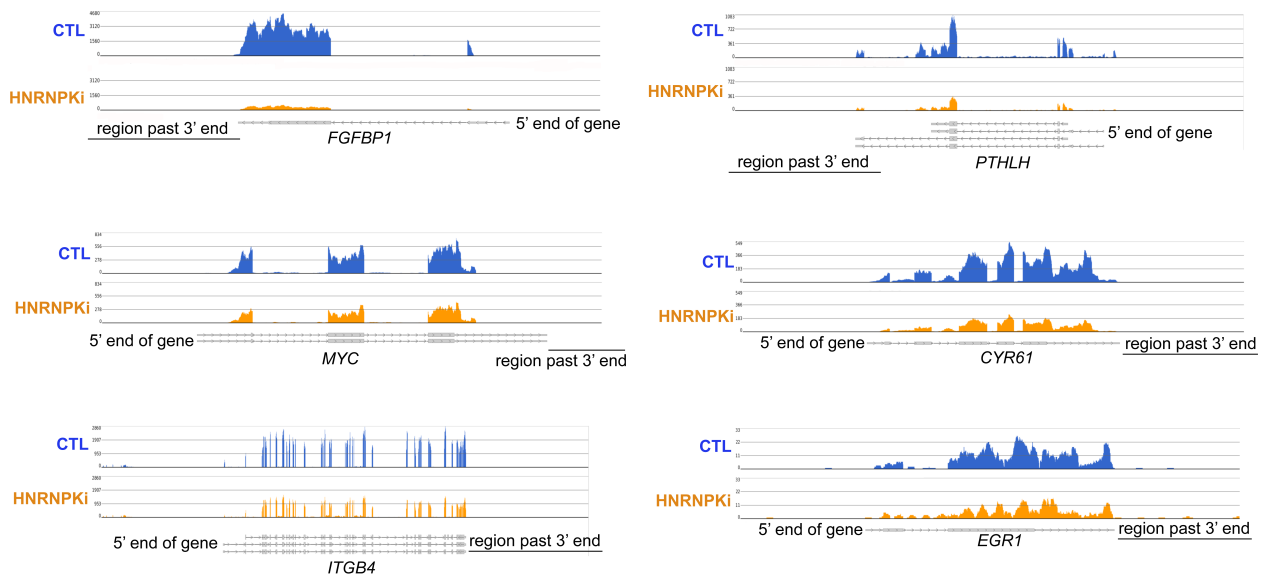

### Supplementary Figure 7. HNRNPK does not impact transcription elongation or termination of proliferation genes. Supports Figures 5-7.

Gene tracks of Control (CTL) and HNRNPK knockdown (HNRNPKi) RNA-seq data on proliferation genes. The x-axis shows genomic position along each proliferation gene. The y-axis denotes signal strength (RPKM). N=2 for RNA-seq experiments for each sample.

# Supplementary material for: HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs
**Source:** Nat Commun. 2019 Sep 13;10:4198. doi: 10.1038/s41467-019-12238-x
**Supplement:** Supplementary file 2 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

### Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

### Data analysis

Bar plots were drawn using GraphPad Prism v7. Software used for RNA-Seq and ChIP-Seq analysis include: TopHat2 (Kim, D., Pertea, G., Trapnell, C., Pimentel, H., Kelley, R., and Salzberg, S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome biology* 14), MACS2 (Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., et al. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome biology* 9), seqMINER (Ye, T., Krebs, A.R., Choukrallah, M.A., Keime, C., Plewniak, F., Davidson, I., and Tora, L. (2011). seqMINER: an integrated ChIP-seq data interpretation platform. *Nucleic Acids Res* 39), Enrichr (Kuleshov, M.V., Jones, M.R., Rouillard, A.D., Fernandez, N.F., Duan, Q., Wang, Z., Koplev, S., Jenkins, S.L., Jagodnik, K.M., Lachmann, A., et al. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* 44), Partek Genomics Suite (<http://www.partek.com/partek-genomics-suite/>), Kundaje ChIP-seq pipeline ([https://github.com/kundajelab/chipseq\\_pipeline](https://github.com/kundajelab/chipseq_pipeline))

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Provide your data availability statement here.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups.                       |
| Data exclusions | Data were only excluded for failed experiments resulting from technical issues, such as uneven loading of gels, graft failures due to premature removal of bandages from grafted mice, etc.. |
| Replication     | Replicate experiments were successful.                                                                                                                                                       |
| Randomization   | No randomization of mice. Mice analyzed were litter mates and sex-matched whenever possible.                                                                                                 |
| Blinding        | Investigators were not blinded to group allocation.                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                          |                                                                 |
|--------------------------|-----------------------------------------------------------------|
| n/a                      | Involved in the study                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                          |                                                 |
|--------------------------|-------------------------------------------------|
| n/a                      | Involved in the study                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | HNRNPK (Bethyl Labs,A300-674A), Beta-Actin (Santa Cruz,sc47778), DDX6 (Novus Biologicals, NB200-192) RNA Pol II (Active Motif, 39097, clone 4H8), Keratin 1 (Biolegend, PRB-149P), Filaggrin (Abcam,Ab3137), MKI67 (Abcam, Ab16667), Keratin 10 (Abcam, Ab9025)                                                                                                                                                                                       |
| Validation      | The HNRNPK antibody has been validated by the manufacturer ( <a href="https://www.bethyl.com/product/A300-674A/hnRNP-K">https://www.bethyl.com/product/A300-674A/hnRNP-K</a> +Antibody) as well as referenced in 3 publications which can be found at the manufacturers website. We have also validated this antibody by in our current work by knockdown of HNRNPK and observing that the signal disappears on the Western blot and ChIP-QPCR level. |

The DDX6 antibody has been validated by the manufacturer ([https://www.novusbio.com/products/ddx6-antibody\\_nb200-192](https://www.novusbio.com/products/ddx6-antibody_nb200-192)) as well as 16 publications referenced on the manufacturer's website. We have also thoroughly validated this antibody in our previous publication: Wang, Y., Arribas-Layton, M., Chen, Y., Lykke-Andersen, J. & Sen, G. L. DDX6 Orchestrates Mammalian Progenitor Function through the mRNA Degradation and Translation Pathways. *Mol Cell* 60, 118-130, doi:10.1016/j.molcel.2015.08.014 (2015). We have also validated this antibody in the current work by knocking down DDX6 and observing a diminished signal in Western blots.

The RNA Pol II has been thoroughly validated by the manufacturer for Western blot, ChIP, ChIP-Seq as well as the 29 publications referencing this antibody for use in the above stated applications. This information can be found at <https://www.activemotif.com/catalog/details/39097/rna-pol-ii-antibody-mab>.

The beta-actin antibody has been validated by the manufacturer for Western blotting and has also received 352 reviews. More information can be found at: <https://www.scbt.com/scbt/product/beta-actin-antibody-c4>.

The Keratin 1, Filaggrin, MKI67, and Keratin 10 antibodies are commonly used in immunofluorescence and has been cited in numerous publications as well as validated on the manufacturer's website:

Keratin 1: <https://www.biolegend.com/en-ie/products/keratin-1-polyclonal-antibody-purified-10951>

MKI67: <https://www.abcam.com/ki67-antibody-sp6-ab16667.html>

Keratin 10: <https://www.abcam.com/cytokeratin-10-antibody-rkse60-ab9025.html>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                        |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Amphotropic Phoenix Cells                                                                                                                                                                                                                                                                                              |
| Authentication                                                       | These cells were used to produce virus so that we can infect primary human keratinocytes. The appropriate cell line was authenticated from the efficient retroviral transduction that we achieved in our keratinocytes (which is monitored by successful knockdown of a gene or successful selection using puromycin). |
| Mycoplasma contamination                                             | The phoenix cells are routinely screened for mycoplasma contamination and were all negative for mycoplasma.                                                                                                                                                                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                                                                                                                    |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                               |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).                                                                          |
| Specimen deposition | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods      | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NOD SCID GAMMA mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ) Stock number: 005557 were purchased from Jackson Labs. Both males and females 8 weeks of age were used.                                                                                                                                                                                         |
| Wild animals            | Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                     |
| Ethics oversight        | UCSD's Institutional Animal Care and Use Committee (IACUC).                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | All ChIP-seq files (raw data and BED files) have been deposited in the GEO database (accession GSE122327) as stated in the Methods section of the manuscript. The secure token to access these files is the following:<br>efovocumtfkbgf                                                                                                                                                           |
| Files in database submission                                       | GSM3464087: HNRNPK_ChIPseq_rep_1<br>GSM3464088: HNRNPK_ChIPseq_rep_2<br>GSM3464089: HNRNPK_ChIPseq_rep_3<br>GSM3464090: Input_ChIPseq_rep_1<br>GSM3464091: CTLi_Input_Pol2CHIP<br>GSM3464092: HNRNPKi_Input_Pol2CHIP<br>GSM3464093: CTLi_RNAPol2_ChIPseq_rep_1<br>GSM3464094: CTLi_RNAPol2_ChIPseq_rep_2<br>GSM3464095: HNRNPKi_RNAPol2_ChIPseq_rep_1<br>GSM3464096: HNRNPKi_RNAPol2_ChIPseq_rep_2 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg19&amp;hubUrl=http://oncogx.ucsd.edu/projects/HNRNPK/hub19.txt">http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg19&amp;hubUrl=http://oncogx.ucsd.edu/projects/HNRNPK/hub19.txt</a>                                                                                                                                                              |

### Methodology

|                         |                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Replicates: 3 replicates for HNRNPK ChIP, 2 replicates for RNA Pol2 ChIP in CTLi and HNRNPKi cells.                                                                           |
| Sequencing depth        | Between 27 and 55 million reads were retained per library following quality filtering (details provided in Methods).                                                          |
| Antibodies              | The following antibodies were used: HNRNPK (Bethyl Laboratories: A300-674A), RNA Pol II (Active motif: 39097), Rabbit IgG (Millipore: 12-370) and mouse IgG (Abcam: ab18413). |
| Peak calling parameters | see Methods, section "ChIP-qPCR and ChIP-seq"                                                                                                                                 |
| Data quality            | see Methods, section "ChIP-qPCR and ChIP-seq"                                                                                                                                 |
| Software                | see Methods, section "ChIP-qPCR and ChIP-seq"                                                                                                                                 |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation *Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*
- Instrument *Identify the instrument used for data collection, specifying make and model number.*
- Software *Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*
- Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*
- Gating strategy *Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type *Indicate task or resting state; event-related or block design.*
- Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*
- Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

- Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*
- Field strength *Specify in Tesla*
- Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*
- Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*
- Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*
- Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*
- Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*
- Volume censoring *Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

# Supplementary material for: HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs
**Source:** Nat Commun. 2019 Sep 13;10:4198. doi: 10.1038/s41467-019-12238-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1. Global Gene Expression Profiling Comparing Control and HNRNPKi Cells. Related to Figure 1.**

RNA-Seq comparing control and HNRNPK knockdown cells. Samples were performed in biological duplicates. Significant changes between control (CTL) and HNRNPKi cells were identified by ANOVA with a p-value of less than or equal to 0.05 and an average fold change of greater than or equal to 2. Positive fold change values indicate fold increase in HNRNPK knockdown as compared to control (CTL). Negative fold change values indicate fold decrease in HNRNPK knockdown as compared to control (CTL)

### **Supplementary Data 2. HNRNPK RNA IP followed by next generation sequencing (RIP-Seq) Related to Figure 2.**

HNRNPK or IGG RNA IP followed by high-throughput sequencing on epidermal progenitor cells. Samples were performed in biological duplicates. Significant changes between HNRNPK and IGG were identified by ANOVA with a p-value of less than or equal to 0.05 and an average fold change of greater than or equal to 4 in HNRNPK pulldowns as compared to IGG.

### **Supplementary Data 3a. HNRNPK binding across the genome. Related to Figure 3.**

HNRNPK ChIP-Seq showing the start and end of each binding site. The binding sites are also mapped back to its nearest gene.

### **Supplementary Data 3b. RNA POL II binding in control keratinocytes across the genome. Related to Figure 4.**

RNA Pol II ChIP-Seq showing the start and end of each binding site. The binding sites are also mapped back to its nearest gene.

### **Supplementary Data 4. Differential binding of RNA POL II in CTLi and HNRNPKi cells across the genome. Related to Figure 5.**

The peaks that show differential RNA Pol II binding upon HNRNPK knockdown are shown. These include peaks that are lost (down events) as well as gained (up events). Differentially identified peaks were called by DiffReps. The start and end of each differentially called region is shown as well as being mapped back to its nearest gene.

How the deposited data were processed for this re-analysis (not part of the article)

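The re-analysis used primary human keratinocytes in 4 experiments. RNA-seq compared 2 CTLi with 2 HNRNPKi libraries, and RIP-Seq compared 2 libraries of the HNRNPK antibody with 2 of IgG. HNRNPK ChIP-Seq had 3 libraries and 1 input library, and RNA Pol II ChIP-Seq had 2 CTLi and 2 HNRNPKi libraries with 1 input library each. The methods call the RNA-seq libraries technical duplicates and a legend calls them biological replicates.

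The authors aligned RNA-seq and RIP-Seq reads to hg19 with TopHat2 and computed gene values in Partek Genomics Suite. The RNA-seq values are, as deposited, the log2 of a normalized value plus 1e-06, and the RIP-Seq values are, as deposited, the log2 of a normalized value. Their unit is not named in the deposited tables, and summed linear values show that they are not counts. For HNRNPK ChIP-Seq, the authors trimmed and aligned the reads, removed duplicates and called peaks with MACS2 to make 1 peak list. As deposited, the score of every peak is the same, so the peak number was used to rank peaks. For RNA Pol II, the signal values are, as deposited by the authors, the reads of a region divided by a constant of each library, without input subtracted. The p-values of these regions are, as deposited by the authors, those of a negative binomial test in diffReps, and the adjusted p-values cover 68696 windows. The version in the table header is 1.55.6, with a window of 1000 bp, a step of 100 bp, a fragment size of 100 bp and a window p-value cutoff of 0.0001.

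RNA-seq and RIP-Seq values were returned to the linear scale, and genes with a mean of at least 0.1 over the 4 libraries were kept, 14839 genes in RNA-seq and 11662 in RIP-Seq. The log2 of the value plus 0.1 was fitted with limma 3.58.1 in R 4.3.3, with an intensity trend. Genes were called at the paper's thresholds, at least 2-fold in RNA-seq and 4-fold over IgG in RIP-Seq with an unadjusted p of at most 0.05. The Benjamini-Hochberg adjusted p was given beside it. The samples were not treated as pairs, since residuals of libraries with the same number had a correlation of -0.0276 in RNA-seq and -0.0271 in RIP-Seq. In the RNA-seq and RIP-Seq tables, 27 and 16 gene symbols had been turned into dates by a spreadsheet, and these could not be assigned to genes.

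Gene lists were compared with all other genes by limma's camera with a preset correlation of 0.01, and by fry and camera with an estimated correlation. The lists, of epidermal differentiation, DNA replication, mitotic cell cycle, p53 target, interferon-stimulated, fibroblast marker and melanocyte marker genes, were written from general knowledge. Overlaps of genes were tested with a two-sided Fisher's exact test on the tested genes. For RNA Pol II this background also holds genes without RNA Pol II in CTLi cells. Median changes of gene sets were placed among 10000 random lists matched in 20 bins of expression. Peaks and regions were assigned by their midpoint to the nearest start site among 20176 protein-coding genes of GENCODE 44 on hg19 coordinates. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

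The named genes are those the paper names for these experiments and in its RT-QPCR panels, the 3 genes with the largest change in each direction in RNA-seq and the 3 most enriched in RIP-Seq, among genes whose groups do not overlap. This rule, the tests and most alternatives were set before the data were examined. The alternatives varied the pseudocount (1 or 0.01), the filter (none or a mean of at least 1), the scaling (libraries centred or quantile normalized), the test, a replicate block, each library left out, the thresholds, the assignment of regions to genes and the overlap required.

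The paper gives 40 M reads per RNA-seq sample. If the values are RPKM, the smallest values imply 31.1 M and 30.9 M reads in the CTLi and 29.5 M and 34.3 M in the HNRNPKi libraries, which assumes that they stand for single reads. The median SD between libraries was 0.059 (log2) in CTLi, 0.053 in HNRNPKi, 0.086 in IgG and 0.046 in HNRNPK RIP-Seq. The test was also tested on simulated data with 200 genes changed 4-fold, up or down. Recovery of changes near the limits used for the calls was therefore not tested. The data also held far more changed genes than the simulation, with 10430 genes at an adjusted p under 0.05 by limma in RNA-seq. In the RNA-seq setting, at least 2-fold with an unadjusted p of at most 0.05 recovered 198 of them (99%) and called 44 unchanged genes. An adjusted p under 0.05 without a fold limit recovered 172 and called 8. In the RIP-Seq setting, also at 2-fold and not at 4-fold, it recovered 199 (99.5%) and called 3 unchanged genes. The adjusted p without a fold limit recovered 185 and called 5. The paper's Reporting Summary gives the reads kept per ChIP-Seq library. The change of genes in calcium-induced differentiation, RNA Pol II peaks of control cells and motifs were not analysed here.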

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

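In this part, the test of the p53 list without *CDKN1A* was chosen only after the results were seen. So was the use of libraries centred on their medians to test explanations of the p53 rise and the lower RIP-Seq genes. Set before the data were examined were the camera tests of the whole p53 list, with and without centring, and its fry test.

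A list of 26 p53 target genes, which the paper does not discuss as a group, was higher in HNRNPKi cells in RNA-seq. Its median log2 fold change was 0.39, against -0.095 for all tested genes, and 18 of the 26 genes were higher. Of the 26, 7 rose and 1 fell by at least 2-fold. By camera, p was 0.000787 (0.00138 adjusted over the 7 lists), and by fry 8.2e-05. With an estimated correlation, p was 0.0642, so the call does not hold under that setting. With each library centred on its median, the list had a median of 0.55 and a camera p of 0.00133. Centring moves the list and all other genes alike, so this does not test the scaling of the libraries, which stays open for the size of the rise. *CDKN1A* alone does not carry the result, since the list without it had a camera p of 0.00209, or 0.0756 with an estimated correlation. A rise of p53 target genes as a group may therefore accompany the rise of *CDKN1A*. No gene of the list is in another list used here. Whether differentiation, the stop of growth or the knockdown itself raises these genes was not tested.

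In RIP-Seq, 249 genes were at least 4-fold lower with the HNRNPK antibody than with IgG, a direction that the paper does not report. If the values are shares of a library, which was not tested, transcripts enriched with the HNRNPK antibody lower the share of the others. With each library centred on its median, 120 genes were still at least 4-fold lower, which argues against that share as the whole source of the pattern. With quantile normalization it was 195 genes. The median log2 fold over IgG of all tested genes was -0.40, and -0.23 with centring. The 248 of these genes that were also tested in RNA-seq had a median RNA-seq log2 fold change of -0.38, against -0.25 in lists matched on RNA-seq level, at percentile 0.03. The values hold no input library, so binding to IgG and loss with the HNRNPK antibody stay open. No biological explanation was tested.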

How the results depend on the processing

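In this part, the tests on the deposited log2 values without a pseudocount, the peaks with the lower peak numbers, the intergenic and intronic RNA Pol II regions and the overlap of bound genes with centred RNA-seq libraries were chosen only after the results were seen.

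Of 142 summary results under an alternative other than a library left out, 111 kept their direction and their side of the threshold or stayed within 1.5 times the count or 1 SD. Of the others, 22 moved, 2 were weaker, 4 stronger and 3 reversed. Of 40 summary results with 1 library left out, 31 stayed within 1.5 times the count or 1 SD, 8 moved and 1 reversed. Of 484 fold changes of named genes under an alternative other than a library left out, 468 kept their direction and their side of an adjusted p of 0.05, 8 were weaker, 2 stronger and 6 reversed.

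The number of genes higher in HNRNPKi cells was 1392. It fell to 386 with a pseudocount of 1 and to 549 among genes with a mean of at least 1, which tests fewer genes with low values. It rose to 2129 with a per-gene ANOVA on the deposited log2 values. In the other alternatives it ranged from 1150 to 1773. The number of lower genes was 1349 and 798 with a pseudocount of 1, and it ranged from 1015 to 1497 in the others. The number of genes with an adjusted p under 0.05 was 6974 to 10500 across all alternatives. A pseudocount of 1 shrinks the fold change of genes with low values by its construction. The number of bound genes in RIP-Seq ranged from 602 to 1021. Without a test, and with each library left out, 1403 to 1487 genes were at least 2-fold higher, 1377 to 1401 lower and 863 to 880 at least 4-fold over IgG.

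With a replicate block, 1400 genes were higher and 1357 lower in RNA-seq and 872 were bound in RIP-Seq. The numbers of the libraries do not pair the samples, so this block serves as a check only. A replicate block was not run for RNA Pol II, where no library numbers were used. A count test on reads recovered from the values and DESeq2 were not run, since the unit and the gene lengths behind the values are not stated and there are no counts. The peaks with the higher score could not be taken by the deposited score, which is the same for every peak. The peaks with the lower peak numbers were taken instead, since the peak number had a Spearman's rho of -0.9997 with the paper's peak score over the 1998 lines read of Supplementary Data 3a.

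The camera calls for epidermal differentiation, DNA replication and mitotic genes held with fry and with an estimated correlation. The p53 list was weaker with an estimated correlation (p = 0.0642). With fry, which keeps the correlation between genes and tests a list on its own, interferon-stimulated genes (p = 0.00567) and melanocyte markers (p = 0.0331) were past 0.05, also when adjusted over the 7 lists (limma adjusted p = 0.00661 and 0.0331). The fibroblast marker list changed direction with fry (p = 0.000563) and in camera with a preset correlation of 0.01 after centring (p = 0.807). Of its 4 tested genes, 2 rose and 2 fell. The cause was not tested.

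With each library centred on its median, median log2 fold changes moved to 2.58 for epidermal differentiation, -1.33 for DNA replication, -1.98 for mitotic cell cycle, 0.55 for p53 targets, -0.10 for interferon-stimulated, 0.22 for fibroblast and 0.67 for melanocyte genes. Centring shifts the median of all tested genes from -0.095 to 0.065, and the shift of the lists follows from it. With each library left out in turn, the median ranged from 2.33 to 2.62 for epidermal differentiation, from -1.53 to -1.40 for DNA replication, from -2.19 to -2.08 for mitotic cell cycle and from 0.33 to 0.42 for p53 targets. It ranged from -0.29 to -0.24 for interferon-stimulated genes and from 0.38 to 0.64 for melanocyte markers. For fibroblast markers it ranged from -0.069, without HNRNPKi replicate 2, which reverses it, to 0.19, without HNRNPKi replicate 1. By more than 1 SD, the median moved for p53 targets without any of the 4 libraries and for epidermal differentiation without either CTLi library. It also did for interferon-stimulated genes without CTLi replicate 2 and for fibroblast markers without either HNRNPKi library. The cause was not tested.

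Bound genes that were higher in HNRNPKi cells had an odds ratio of 1.54. With centred RNA-seq libraries it was 1.28 (Fisher's exact test, p = 0.0879). With genes bound from 2-fold over IgG it was 1.29, with an unadjusted p of 0.0296 by Fisher's exact test and 0.0888 adjusted over 3 tests. The cause was not tested.

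Peak classes moved when any base of a peak counted. Introns then held 27.7%, intergenic sequence 15.9%, TTS regions 21.2%, promoters 11.3%, exons 16.7%, 3' UTRs 3.87%, non-coding genes 2.66% and 5' UTRs 0.584%, since a peak over several classes takes the first in the order of classes. Among the 2312 peaks with the lower peak numbers, introns held 37.8% and promoters 10.1%, and 1288 genes were nearest to a peak. The latter follows from fewer peaks, and for the classes the cause was not tested.

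Genes with lost RNA Pol II had an odds ratio of 0.829 for higher RNA. With an adjusted p under 0.05 in place of 2-fold, it reversed to 1.31 (Fisher's exact test, p = 1.5e-05), and with regions in the gene body or within 5 kb it was 0.769 (p = 0.0063). Gained RNA Pol II with higher RNA had an odds ratio of 1.83 with regions in the gene body or within 5 kb (Fisher's exact test, p = 0.00482). The cause was not tested. The odds ratio for lost RNA Pol II with lower RNA ranged from 1.01 to 1.13 in the alternatives and did not pass 0.05 in any of them. The odds ratio of HNRNPK peaks in lower against higher regions ranged from 50.6 to 94.8. Among intergenic regions, where no higher region had a peak, it was 467 with 0.5 added to each count. The odds ratio does not separate loss of RNA Pol II from its presence in CTLi cells, since 92.9% of higher regions in the authors' deposited table had a lower CTLi mean than every lower region.

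Among named genes, 6 values reversed, each with centring or quantile normalization. *KRT10* in RNA-seq was -0.046, and 0.11 with centring and 0.11 with quantile normalization. *SH3BGRL3* in RNA-seq was -0.23, and 0.068 with quantile normalization. In RIP-Seq, *KLF4* was -0.14, and 0.030 with centring and 0.042 with quantile normalization, and *MKI67* was -0.028, and 0.14 with centring. Centring adds the same constant to the log2 fold change of every gene of an experiment, so its reversals of these values near 0 follow from that shift. For quantile normalization the cause was not tested. With 1 library left out, 2 of 216 fold changes changed direction. *KRT10* in RNA-seq ranged from -0.18 to 0.091, the latter without HNRNPKi replicate 2, and *MKI67* in RIP-Seq from -0.085 to 0.028, the latter without IgG replicate 2. With 2 libraries per group, the spread within a group rests on 1 difference per gene, and limma shares it between genes. With a per-gene ANOVA on the deposited log2 values, *S100P* had an adjusted p of 0.0610.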

Differences from the paper's values

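In this part, the tests on the deposited log2 values without a pseudocount were chosen only after the values were seen. The copy of Supplementary Data 1 that was read holds 1993 lines, fewer than the about 920 higher genes of Fig. 1h and the paper's 1311 lower genes together. The copy of Supplementary Data 2 holds 928 lines, against the paper's 921 genes.

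The paper has about 920 genes higher in HNRNPKi cells, as labelled in Fig. 1h, and 1392 were found here. Of the alternatives set before the data were examined, quantile normalization (1150) and a per-gene ANOVA (1185) brought the number within 1.5 times the paper's. A pseudocount of 1 (386), a pseudocount of 0.01 (1705), no filter (1483), a mean of at least 1 (549), centring (1773), the replicate block (1400) and the adjusted p (1387) did not. The ANOVA on the deposited log2 values, chosen after seeing the values, gave 2129.

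The paper has 284 genes with gained RNA Pol II, and 713 were nearest to a higher region here. Of the alternatives set before the data were examined, regions in the gene body or within 5 kb (370) closed the gap, but that setting gave 2052 genes with lost RNA Pol II against the paper's 1310. A region p under 0.0001 (691), the authors' adjusted p under 0.05 (713) and an absolute log2 fold change of at least 1 (702) did not close it. Of the 1998 lines read of Supplementary Data 4, 1485 carry a gene name, and 166 of the 423 for higher regions do, with 153 genes. Every region was assigned a gene here, and 63.0% of the higher regions in the authors' deposited table were intergenic. Leaving regions without a gene was not among the alternatives.

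The folds of the supplement were turned into log2 values for comparison. In RNA-seq, the paper's log2 fold change is 3.93 for *GRHL3*, -2.03 for *MKI67*, -1.84 for *HMG20B* and 6.74 for *LCN2*. The values here were 3.78, -1.97, -1.82 and 6.66. Of the alternatives set before the data were examined, a pseudocount of 0.01 closed the gap for all 4 genes (3.92, -2.03, -1.83 and 6.73), centring closed it for *GRHL3* (3.94) and quantile normalization for *LCN2* (6.75). A pseudocount of 1, the filters, the per-gene ANOVA and the replicate block closed it for none of the 4. For *APLN*, the paper's value is -4.93 and the value here -4.54. None of the alternatives set before the data were examined closed that gap, and the nearest was a pseudocount of 0.01 (-4.89). The deposited log2 values without a pseudocount, a setting chosen after seeing the values, gave the paper's value for all 5 genes.

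In RIP-Seq, the paper's log2 fold change of *GRHL3* is 2.00, and it was 1.72 here. A pseudocount of 0.01 (1.97) and quantile normalization (2.01) closed the gap. A pseudocount of 1 (0.79), no filter, centring (1.89), the per-gene ANOVA and the replicate block did not. The deposited log2 values without a pseudocount, chosen after seeing the values, gave 2.00. The paper counts *GRHL3* as bound at 4-fold, which held here with quantile normalization and with the deposited log2 values.

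In RIP-Seq, the log2 fold change of *KLF4* over IgG is 2.93 in the paper's Supplementary Data 2, and it was -0.14 here. None of the alternatives set before the data were examined closed the gap, and the values ranged from -0.14 to 0.042. Nor did the deposited log2 values without a pseudocount, chosen after seeing the values (-0.14). On the scale of that supplement, the fold of *KLF4* is the paper's 7.62, and the deposited values give -1.10. For *ZNF750* the supplement has a fold of 6.18, the paper's, and the deposited RIP-Seq table has no entry. In the deposited table, *KLF5* has a fold of 7.62 and *ZNF703* one of 6.18, and neither is in the copy of Supplementary Data 2 that was read. These 2 genes were chosen after their values were seen. Of the 924 genes of that supplement found by name in the deposited table, 923 have the same fold in both.

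The paper states that *KLF4* and *ZNF750* transcripts are bound by HNRNPK in RIP-Seq. The deposited values do not show this for *KLF4*, at 6.45 in IgG and 5.83 with the HNRNPK antibody, and hold none for *ZNF750*. The paper also tested both transcripts by RIP with RT-QPCR. There it found them with HNRNPK in control but not in HNRNPKi cells. Those measurements were not analysed here.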

Other observations

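In this part, the test of background reads by olfactory receptor genes was chosen only after the result was seen. The test of the scaling constants was set only after its values were known, as were the shares of genes near a peak that changed at least 2-fold.

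Of the genes in the RNA-seq table, 2663 and 2704 were at the floor in the CTLi and 1517 and 1335 in the HNRNPKi libraries. Fewer reads in the CTLi libraries are argued against, since the mean depth of HNRNPKi over CTLi libraries, taken from genes with low values, was 1.03. A few abundant genes taking more of the CTLi libraries is argued against too, as the 100 highest genes held at most 40.3% of the summed values in CTLi and 45.8% and 46.7% in HNRNPKi. At the floor in both CTLi libraries and above it in both HNRNPKi libraries were 668 genes, against 75 the other way, a ratio of 8.91. A rise of nearly silent genes in HNRNPKi cells may account for this, and 41 of the 668 were called higher. Background reads in the HNRNPKi libraries may account for it too. Of 75 olfactory receptor genes, 48 and 44 were above the floor in the HNRNPKi libraries and 27 and 30 in CTLi. These 2 explanations both stay open.

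Bound genes of RIP-Seq differed from other genes in base content. A transcript sequence was at hand for 858 of the 872 bound genes (98.4%). Their median C content was 29.8% against 22.8% in other tested genes, and G content 25.6% against 24.3%. The median difference of C minus G was 3.31 percentage points against -1.30. GC bias of the libraries would act on C and G alike, and lists matched on GC had a median of only -0.41. Lists matched on transcript length had -1.13, and the bound genes lay at percentile 100 of them, which argues against length. Spearman's rho of C minus G with the log2 fold over IgG was 0.602. A preference of HNRNPK for C-rich RNA may account for the pattern. That is a hypothesis found and tested on the same data, and other technical sources were not tested.

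Bound genes did not rise as a group in HNRNPKi cells, since their median RNA-seq change lay at percentile 16.7 of matched lists. In lists matched on GC it lay at percentile 14.6. Whether base content hides a change of bound genes cannot be told apart from no change, since bound and other genes differ in base content throughout.

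More RNA Pol II regions were lower than higher. The constants as applied are argued against by their direction, since they raise HNRNPKi against CTLi reads. In the authors' deposited table, lower regions have a median log2 fold change of -1.44, and -1.60 with the constants taken out. The regions were not called again without the constants, and constants that miss the true ratio of the libraries stay open. A weaker immunoprecipitation in HNRNPKi cells cannot be told apart from a loss at these genes, since unchanged regions are not listed. The median RNA-seq change of genes with lost RNA Pol II lay at percentile 100 of matched lists, so by median their RNA fell less than that of matched genes. In the authors' deposited table, 63.0% of higher regions were intergenic and 0.466% in promoters, against 15.0% and 18.0% of lower regions. Whether HNRNPK peaks lie at genes whose RNA falls stays open, since the values go both ways. The median RNA-seq change of genes nearest to a peak lay at percentile 99.1 of matched lists, so by median they fell less. Of the same genes, 206 (11.6%) were at least 2-fold lower, where chance would give 167 (odds ratio 1.32, Fisher's exact test, p = 0.000743). At least 2-fold higher were 160 (9.03%), where chance would give 151 (odds ratio 1.07, Fisher's exact test, p = 0.437). Lists matched on RNA-seq level had medians of 9.93% and 7.00%, and the genes near a peak lay at percentiles 99.6 and 100 of them.

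In the authors' deposited table, lower RNA Pol II regions lie at *KLF4* (log2 fold changes of -1.20 and -1.11), *ZNF750* (-1.60 and -1.11) and *GRHL3* (-1.56 and -1.43), whose RNA rose in HNRNPKi cells. The table of called regions has none at *CCNA2* or *HMG20B*, whose RNA-seq log2 fold changes were -2.24 and -1.82.

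The genes of the RT-QPCR panels for differentiation had these RNA-seq values in CTLi and HNRNPKi cells in culture. *KRT10* had 3.55 and 3.45 (log2 fold change -0.046, limma adjusted p = 0.703) and *FLG* 0.861 and 1.69 (0.89, limma adjusted p = 0.000436). *KRT1* had 0.0263 and 0.0724 and *LOR* 0 and 0.0138, both under the filter. *DDX6* had a log2 fold change of 0.28. In RIP-Seq, the log2 fold over IgG was -1.19 for *HNRNPK* and 0.83 for *DDX6*.

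Lists for other cell types and responses were also tested. The 24 interferon-stimulated genes had a median log2 fold change of -0.26 (camera with a preset correlation of 0.01, p = 0.313, adjusted over the 7 lists 0.365). Of 10 fibroblast markers, 4 were tested, with a median of 0.059 (camera with the same preset correlation, p = 0.881). *VIM*, which keratinocytes in culture also express, fell from 351 to 92.2, and *COL1A1*, *DCN* and *THY1* stayed under 1. Of 8 melanocyte markers, 3 were tested, with a median of 0.51 (camera with the same preset correlation, p = 0.259, adjusted 0.363), and *PMEL* had 0.338 and 0.793, *MITF* 0.361 and 0.559 and *MLANA* 0.148 and 0.0783.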
